# DNA Methyltransferase 1 (DNMT1) Function Is Implicated in the Age-Related Loss of Cortical Interneurons

**DOI:** 10.3389/fcell.2020.00639

**Published:** 2020-07-22

**Authors:** Anne Hahn, Daniel Pensold, Cathrin Bayer, Jessica Tittelmeier, Lourdes González-Bermúdez, Lisa Marx-Blümel, Jenice Linde, Jonas Groß, Gabriela Salinas-Riester, Thomas Lingner, Julia von Maltzahn, Marc Spehr, Tomas Pieler, Anja Urbach, Geraldine Zimmer-Bensch

**Keywords:** aging, inhibitory interneurons, GABA, cerebral cortex, synapse, proteostasis, DNA methylation, transcriptional control

## Abstract

Increased life expectancy in modern society comes at the cost of age-associated disabilities and diseases. Aged brains not only show reduced excitability and plasticity, but also a decline in inhibition. Age-associated defects in inhibitory circuits likely contribute to cognitive decline and age-related disorders. Molecular mechanisms that exert epigenetic control of gene expression contribute to age-associated neuronal impairments. Both DNA methylation, mediated by DNA methyltransferases (DNMTs), and histone modifications maintain neuronal function throughout lifespan. Here we provide evidence that DNMT1 function is implicated in the age-related loss of cortical inhibitory interneurons. *Dnmt1* deletion in parvalbumin-positive interneurons attenuates their age-related decline in the cerebral cortex. Moreover, conditional *Dnmt1*-deficient mice show improved somatomotor performance and reduced aging-associated transcriptional changes. A decline in the proteostasis network, responsible for the proper degradation and removal of defective proteins, is implicated in age- and disease-related neurodegeneration. Our data suggest that DNMT1 acts indirectly on interneuron survival in aged mice by modulating the proteostasis network during life-time.

## Introduction

Aging mediates structural, neurochemical, and physiological alterations in the brain that are associated with behavioral changes, memory decline, and cognitive impairments (Rozycka and Liguz-Lecznar, 2017). Cognitive aging results in metabolic, hormonal and immunological dysregulation, increased oxidative stress and inflammation, altered neurotransmission and synaptic plasticity as well as reduced neurotrophic support of neurons (Rozycka and Liguz-Lecznar, 2017). Notably, in the aging brain, distinct cell types and circuits are affected differently (reviewed in Zimmer-Bensch, 2019a).

Inhibitory interneurons of the cerebral cortex are key players in cortical information processing (Kann et al., 2014) and particularly affected by aging. Reduced interneuron numbers were reported across diverse species and cortical regions (reviewed in Zimmer-Bensch, 2019a). Additionally, morphological abnormalities and dysfunction of GABAergic synapses emerge as major factors in aging-related impairments of nervous system function (Morrison and Baxter, 2012). These findings confirm previous reports of declined inhibition (Shetty and Turner, 1998; Stanley and Shetty, 2004; Cheng and Lin, 2013). In line with reduced neurotransmitter release, major changes in the expression of genes related to neurotransmission and transcriptional repression of GABA-related transcripts have been described for the human prefrontal cortex (Loerch et al., 2008), but also in brains across different mammalian species (reviewed in Zimmer-Bensch, 2019a). Diminished expression of genes involved in synaptic function indeed appears to be a conserved feature of mammalian brain aging (Jiang et al., 2001; Loerch et al., 2008; Ianov et al., 2016).

Given the importance of GABAergic inhibitory interneurons in cortical information processing, age-associated defects in inhibitory circuits contribute to cognitive decline and age-related disorders (Rozycka and Liguz-Lecznar, 2017). Such defects include the loss of synaptic contacts, decreased GABA release, and reduced postsynaptic responsiveness, thus disturbing the excitation/inhibition balance in the aging brain. Fast-spiking parvalbumin (PV) positive interneurons represent the most abundant subset of cortical inhibitory interneurons (Druga, 2009). They execute both feedforward and feedback inhibition, and are responsible for generating gamma-frequency oscillations (Sohal et al., 2009; Buzsáki and Wang, 2012; Kann et al., 2014; Willems et al., 2018). In schizophrenia patients, a reduction in PV interneurons and their dysfunction have been associated with the loss of gamma oscillations, manifesting in working memory and executive function deficits (Torrey et al., 2005; Sohal et al., 2009). Upon aging, PV interneurons are diminished in cell numbers in the somatosensory, auditory, and motor cortices of rats as well as in the hippocampus (Miettinen et al., 1993; Ouda et al., 2008). Moreover, altered PV interneuron function is implicated in age-related diseases like Alzheimer’s disease (AD; Rossignol, 2011; Verret et al., 2012). Together, these studies emphasize the role of PV interneurons in cortical function. Hence, detailed analysis of age-related changes in this interneuron subpopulation might help to understand the processes underlying cognitive aging and age-related memory impairments.

Apart from synaptic defects, aging is accompanied by a declining proteostasis network that causes ineffective protein degradation, which can lead to neuronal death (Douglas and Dillin, 2010). Lysosomal degradation is critical for removing defective proteins or protein aggregates delivered by autophagy- or endocytosis-triggered endosomal pathways (Nixon and Cataldo, 1995; Nixon et al., 2000; Winckler et al., 2018). Moreover, lysosomal dysfunction is associated with age-related neurodegenerative pathologies like Parkinson’s and Alzheimer’s disease (Zhang et al., 2009; Carmona-Gutierrez et al., 2016). Another protein removal pathway is built upon inclusion into multivesicular bodies (MVBs) and exosome release (Riva et al., 2019). The latter has recently been implicated in contributing to neurodegenerative disease and mental disorders (Bellingham et al., 2012; Delpech et al., 2019; Saeedi et al., 2019).

At the molecular level, epigenetic mechanisms emerge as crucial players in the physiology of healthy aging and the pathophysiology of age-related neurological disorders. Epigenetic mechanisms involve inheritable as well as reversible chromatin modifications, including DNA methylation and histone modifications, which influence gene transcription and post-transcriptional events (Fuks, 2005). Further epigenetic key players are represented by non-coding RNAs, which can act on transcriptional, post-transcriptional, and translational level (Geisler and Coller, 2013; Cech and Steitz, 2014; Zimmer-Bensch, 2019b).

DNA methylation executed by DNA methyltransferases (DNMTs) affects gene expression through diverse mechanisms (Maunakea et al., 2010; Gelfman et al., 2013; Lyko, 2018) and is implicated in the pathogenesis of brain aging (Cui and Xu, 2018). We have recently found that DNMT1-dependent DNA methylation modulates synaptic function of cortical PV interneurons by acting on endocytosis-mediated vesicle recycling (Pensold et al., 2020). Since regulation of both synaptic function and DNA methylation are involved in brain aging, we here investigate whether DNMT1-dependent transcriptional control in PV interneurons contributes to their age-related defects.

## Materials and Methods

### Animals

The following mouse strains were used: C57BL/6 wild-type mice and transgenic mice on the C57BL/6 background including *Pvalb-Cre*/*tdTomato*/*Dnmt1* control as well as *Pvalb-Cre*/*tdTomato*/*Dnmt1 loxP*^2^ mice. The transgenic mice were established by crossing the *Pvalb-Cre* line (obtained from Christian Huebner, University Hospital Jena, Germany and described in Hippenmeyer et al., 2005) with the *tdTomato* transgenic reporter mice (obtained from Christian Huebner, University Hospital Jena, Germany and described in Madisen et al., 2010) and the *Dnmt1 loxP^2^* mice (B6;129Sv-Dnmt1^TM 4*Jae*^/J, Jaenisch laboratory, Whitehead Institute; United States). The *Dnmt1 loxP^2^* mice have LoxP-sites flanking exons 4 and 5 of the *Dnmt1* gene. To avoid germline recombination due to instable Cre expression in sperm, as already described for this *Pvalb-Cre* line (Kobayashi and Hensch, 2013), only maternal Cre inheritance was permitted. For this, males from the *tdTomato* line or *tdTomato*/*Dnmt1 loxP^2^* line were cross-bred with Cre-positive females of the *Pvalb-Cre*/*tdTomato* or *Pvalb-Cre*/*tdTomato*/*Dnmt1 loxP*^2^ lines to achieve the *Pvalb-Cre*/*tdTomato*/*Dnmt1* control and *Pvalb-Cre*/*tdTomato*/*Dnmt1 loxP*^2^ mice, respectively. Cre-positive males were used for experiments but not for further breeding. Transgenic *Pvalb-Cre*/*tdTomato*/*Dnmt1* control and *Pvalb-Cre*/*tdTomato*/*Dnmt1 loxP*^2^ mice are abbreviated as *Dnmt1* WT (*wild-type*) and *Dnmt1* KO (*knockout*) in the figures, respectively. Both lines were parallel back-crossed over more than 8 generations. CRE-mediated deletion leads to out-of-frame splicing from exon 3 to exon 6, resulting in a null *Dnmt1* allele (Jackson-Grusby et al., 2001). The floxed *Dnmt1* allele was genotyped with forward GGGCCAGTTGTGTGACTTGG and reverse CCTGGGCCTGGATCTTGGGGA primer pairs resulting in a 334 bp WT and 368 bp mutant band. The *tdTomato* allele was genotyped using the following set of four primers: WT forward AAGGGAGCTGCAGTGGAGTA, WT reverse CCGA AAATCTGTGGGAAGTC, mutant forward CTGTTCCTGTAC GGCATGG, mutant reverse CTGTTCCTGTACGGCATGG giving WT (297 bp) and mutant (196 bp) bands. The *Pvalb*-*Cre* genotyping was performed by applying AAACGTT GATGCCGGTGAACGTGC forward and TAACATTCTCCC ACCGTCAGTACG reverse primer resulting in a 214 bp fragment. All animal procedures were performed in strict compliance with the EU directives 86/609/EWG and 2007/526/EG guidelines for animal experiments and were approved by the local government (Thüringer Landesamt, Bad Langensalza, Germany). Animals were housed under 12 h light/dark conditions with *ad libitum* access to food and water.

### Ladder Rung Test

Cohorts of *Pvalb-Cre/tdTomato*/*Dnmt1* control as well as *Pvalb-Cre/tdTomato*/*Dnmt1 loxP*^2^ mice were consecutively tested over different ages starting from 3 to 21 months. Mice were placed onto a ladder beam (transparent) with rungs in a regular pattern (every 10 mm) at a slight incline (∼30°) with the home box at the end. Time to cross the ladder was measured, not including the time spent in a stop or walking back toward the starting point. The scoring system according to Metz and Whishaw (2009) was used for foot placement accuracy. In each test session the animals had to cross the ladder consecutively for three times.

### Isolation and Primary Cultivation of Dissociated Embryonic Single Cells

Pregnant dams were anesthetized by an intraperitoneal injection of 50% chloral hydrate in phosphate buffered saline (PBS; pH 7.4; 2.5 μg chloral hydrate per g body weight). After death of the dam, all embryos were dissected out of both uterine horns and instantly decapitated. The brain was dissected in ice-cold and sterile filtered Gey’s Balanced Salt Solution (GBSS; 1.53 mM CaCl_2_, 3.66 mM KCl, 0.22 mM KH_2_PO_4_, 1.03 mM MgCl_2_^∗^6H_2_O, 0.28 mM MgSO_4_^∗^7H_2_O, 137.93 mM NaCl, 2.702 mM NaHCO_3_, 0.84 mM Na_2_HPO_4_, and 5.56 mM D(+)-Glucose).

Dissociated embryonic medial ganglionic eminence (MGE)-derived single cells for primary culture were prepared from MGE explants dissected from coronal brain sections according to Zimmer et al. (2011). Briefly, embryonic brains were prepared in Krebs buffer (126 mM NaCl, 2.5 mM KCl, 1.2 mM NaH_2_PO_4_, 1.2 mM MgCl_2_, 2.1 mM CaCl_2_, 10 mM D(+)-Glucose, and 12.5 mM NaHCO_3_), embedded in 4% low-melt agarose (Carl Roth, Germany) at 37°C for coronal sectioning with a vibratome at 4°C. MGE explants were collected in ice-cold Hank’s Balanced Salt Solution (HBSS; Invitrogen, United States) supplemented with 0.65% D(+)-Glucose. After incubation with 0.04% trypsin (Invitrogen) in HBSS for 17 min at 37°C, cells were dissociated by trituration and filtering through nylon gauze (pore size 140 μm; Millipore).

Dissociated neurons were plated on coverslips coated with 19 μg/mL laminin (Sigma-Aldrich, Germany) and 5 μg/mL poly-L-lysine (Sigma-Aldrich) at a density of 225 cells/mm^2^ in Neurobasal Medium (Thermo Fisher Scientific) supplemented with 1xB27 (Thermo Fisher Scientific), 100 U/mL penicillin, 100 μg/mL streptomycin, and 0.5 mM GlutaMax (Thermo Fisher Scientific). After incubation at 37°C, 5% CO_2_ in a humid atmosphere with 95% relative humidity for 7 days *in vitro* (DIV), cells were fixed in 4% paraformaldehyde (PFA) in PBS (pH 7.4) for 10 min at room temperature (RT).

### Cell Culture

Cerebellar granule (CB) cells were cultured in Dulbecco’s Modified Eagle’s Medium with high glucose (DMEM; Invitrogen) supplemented with 10% fetal bovine serum (FBS; Biowest), 1% GlutaMAX, 24 mM of KCl, 100 U/mL penicillin, 100 μg/mL streptomycin incubated at 33°C, 95% relative humidity, 5% CO_2_.

### Transfection With siRNA Oligos and CD63-pEGFP

For siRNA transfections of dissociated embryonic MGE cells of C57BL/6 WT mice and CB cells, reverse lipofection with Lipofectamin© 2000 (Thermo Fisher Scientific, United States) was applied according to the manufacturer’s protocol and as described in Zimmer et al. (2011) using 15 nM control siRNA (BLOCK-iT Alexa Fluor red or green fluorescent oligo, Invitrogen, United States) and 30 nM *Dnmt1* siRNA, *Rab7* siRNA (Santa Cruz Biotechnology) for 5 h in Opti-MEM I Reduced Serum Medium without antibiotics (Thermo Fisher Scientific). MGE-derived neurons were transfected after six DIV, whereas CB cells were plated on coverslips 1 day prior to transfection. Cells were cultured overnight at 37 or 33°C, 5% CO_2_ and 95% relative humidity using the aforementioned cell line specific culture medium prior to fixation.

Transfection for the CD63 overexpression construct was done as described above for siRNA transfection using 2 μg/mL of CD63-pEGFP (Addgene, United States) added for 5 h in Opti-MEM I Reduced Serum Medium (Thermo Fisher Scientific). Cells were cultured overnight at 33°C, 95% relative humidity and 5% CO_2_ using the aforementioned cell line specific culture medium applied to live cell imaging in a petri dish inserted in a chamber heated to 33°C using imaging media of HBSS (Thermo Fisher Scientific) supplemented with 0.65% D(+)-Glucose, 10% FBS, 1% GlutaMAX (Thermo Fisher Scientific), 100 U/mL penicillin, 100 μg/mL streptomycin, and 25 μM HEPES (Thermo Fisher Scientific).

### EGF Endocytosis

Epidermal growth factor (EGF) coupled to Alexa-488 (Molecular Probes, Invitrogen, United States) was used as an endocytic probe. siRNA-transfected CB cells were incubated in serum-free DMEM supplemented with 1% BSA for 1 h at 33°C followed by incubation in uptake media (DMEM, 1% BSA, 50 mM HEPES) containing 0.5 μg/mL EGF coupled to Alexa-488 on ice for 1 h. Cells were then washed 3× with ice-cold PBS (pH 7.4) to remove unbound ligands and then incubated for the indicated time points in serum-free DMEM, 1% BSA 1 h at 33°C. Cells were then put on ice, washed 3× with ice-cold PBS (pH 7.4), then placed in an acid wash [0.2 M acetic acid, 0.5 M NaCl (pH 2.8)] to remove any non-internalized ligands. After fixation in 4% PFA in PBS (pH 7.4) for 10 min, cells were stained against LAMP1.

### Brain Tissue Preparation

Mice were deeply anesthetized by intraperitoneal injection of 50% chloral hydrate in PBS (pH 7.4; 2.5 μg chloral hydrate per g body weight). For *in situ* hybridization experiments, freshly prepared brains were immediately frozen in liquid nitrogen and stored at −80°C. For immunohistochemistry, mice were perfused with PBS (pH 7.4) followed by 4% PFA in PBS (pH 7.4) and brains were dissected. Post-fixation occurred over night at 4°C. Cryoprotection with 10 and 30% sucrose in PBS overnight was applied before freezing in liquid nitrogen and storage at −80°C.

### *In situ* Hybridization, Immunohistochemistry and Immunocytochemistry

For *in situ* hybridizations, adult brains were cryo-sectioned coronally at −20°C (20 μm). *In situ* hybridizations were performed as described by Zimmer et al. (2011) using digoxigenin-labeled riboprobes. The following primers were used to generate the riboprobe: forward GAGAGCTCTGTCGATGACAGACGTGCTC and reverse GA GGTACCTTCTTCAACCCCAATCTTGC for *Pvalb* (NM_01 3645.3). The riboprobe was obtained by *in vitro* transcription using DIG-11-UTP (Roche, Germany) from cDNA fragments cloned in pBluescript II SK (Stratagene, United States). For Nissl staining, adult brains were cryo-sectioned at −20°C (20 μm) and fixed on slides for 30 min in fixation solution [95% (v/v) ethanol and 5% (v/v) acetic acid]. After washing in water, sections were incubated in 0.5% (w/v) cresyl violet for 25 min, and washed in water. Then an ethanol-series (50, 70, and 99%) was applied for 2.5 min each. Subsequently, sections were incubated in xylol for 5 min and mounted in Depex mounting media (Serva, Germany).

For immunocytochemistry on dissociated MGE cells, permeabilization and washing between different incubation steps was performed with 0.1% (v/v) Triton X-100 in PBS (pH 7.4) for 10 min. Blocking with 5% (v/v) normal goat serum in PBS (pH 7.4) was performed for 30 min and primary antibodies were applied overnight at 4°C, secondary antibodies were applied for 1 h. Cells were washed prior to nuclei staining with DAPI (Molecular Probes, United States) for 5 min. CB cells were permeabilized with 0.2% (v/v) Triton X-100 in PBS (pH 7.4) for 10 min prior to blocking with 5% (v/v) normal goat serum in PBS (pH 7.4) for 1 h. Primary antibodies were applied overnight at 4°C, secondary antibodies for 1 h at RT. After nuclei staining with DAPI (Molecular Probes, United States) for 5 min, coverslips were embedded in Mowiol (Carl Roth, Germany). Unless noted differently, all steps were performed at RT.

The following primary antibodies were used: mouse anti-RFP (1:500, Thermo Fisher Scientific), mouse anti-Parvalbumin (1:2,000, Swant Switzerland), rabbit anti-CD63 (1:500, gift from Markus Damme, Biochemisches Institut Christian-Albrechts-Universitaet Kiel), rat anti-LAMP1 (1:200, Thermo Fisher Scientific).

The following secondary antibodies were applied: goat Alexa-488 anti-mouse (1:1,000, Vector), goat Alexa-488 anti-rat (1:1,000, Thermo Fisher Scientific), goat Cy3 anti-mouse (1:1,000, Jackson Immunoresearch), goat Cy5 anti-mouse (1:1,000, Thermo Fisher Scientific), and goat Cy5 anti-rabbit (1:1,000, Thermo Fisher Scientific).

### Isolation of Adult and Aged Cortical Interneurons for FACS

The optimized protocol used to collect the material for DNA and RNA-sequencing was modified based on different protocols (Brewer, 1997; Eide and McMurray, 2005; Brewer and Torricelli, 2007; Saxena et al., 2012). Adult and aged brains were dissected in GBSS (1.53 mM CaCl_2_, 3.66 mM KCl, 0.22 mM KH_2_PO_4_, 1.03 mM MgCl_2_*6H_2_O, 0.28 mM MgSO_4_*7H_2_O, 137.93 mM NaCl, 2.7 mM NaHCO_3_, 0.84 mM Na_2_HPO_4_, 5.56 mM D(+)-Glucose, pH 7.4). Cortical hemispheres were dissected and subsequently handled separately. All following volumes are calculated per cortical hemisphere, which were cut into small pieces and transferred to 5 mL HBSS w/o Ca^2+^ and Mg^2+^ supplemented with 7 mM HEPES, 100 U/mL penicillin, 100 μg/mL streptomycin and 0.65% D(+)-Glucose and washed twice. The tissue was then transferred to 5 mL pre-warmed (20 min at 37°C) Trypsin/EDTA (Life Technologies, United States) supplemented with 132 mM trehalose (Sigma-Aldrich, Germany), 100 U/mL penicillin, 100 μg/mL streptomycin, 10 mM HEPES, and 600 U DNase (Applichem, Germany) and incubated for 30 min at 37°C, rotating the samples every 5 min. Samples were washed with 2.1 mL pre-warmed DMEM/F12 supplemented with 10% FBS, 100 U/mL penicillin, 100 μg/mL streptomycin, and 132 mM trehalose. After adding 0.9 mL pre-warmed HBSS containing 10 mg/mL Collagenase Type 2 (Worthington, United Kingdom) samples were incubated for 25 min at 37°C rotating every 5 min and then washed with 2 mL pre-warmed DMEM/F12 supplemented with 10% FBS, 100 U/mL penicillin, 100 μg/mL streptomycin, 3.3 mM EDTA, and 132 mM trehalose prior to cool down on ice for 2 min. Dissolving of samples occurred in 1.5 mL DMEM/F12 supplemented with 10% FBS, 100 U/mL penicillin, 100 μg/mL streptomycin, and 132 mM trehalose. Trituration was performed using fire-polished and heat-treated (180°C for 8 h) glass capillaries of three different diameters (about 500, 250 μm, and 100 μm), which were coated with DMEM/F12 supplemented with 10% FBS, 100 U/mL penicillin, and 100 μg/mL streptomycin prior to use. Mechanical dissociation was performed by pipetting up and down gently 3–5 times for each diameter starting with the largest, avoiding air bubbles. After each step, the supernatant was collected in 1 mL DMEM/F12 supplemented with 10% FBS, 100 U/mL penicillin, 100 μg/mL streptomycin, and 132 mM trehalose was added to the original sample. After trituration with the smallest glass capillary, the suspension was filtered through nylon gauze (80–100 μm) and centrifuged for 5 min at 160 g, 4°C. After supernatant removal, the pellet was dissolved in 4 mL HBSS w/o Ca^2+^ and Mg^2+^ supplemented with 7 mM HEPES, 100 U/mL penicillin, 100 μg/mL streptomycin, 0.65% D(+)-Glucose and 132 mM trehalose. After centrifugation (5 min, 160 g, 4°C), the pellet was dissolved in PBS (pH 7.4) with 30% Percoll (Sigma-Aldrich, United States) and 132 mM trehalose to perform a density gradient centrifugation for 10 min at 500 g and 4°C. The supernatant was removed and the pellet was dissolved in 250 μL HBSS w/o Ca^2+^ and Mg^2+^ supplemented with 7 mM HEPES, 100 U/mL penicillin, 100 μg/mL streptomycin, 0.65% D(+)-Glucose, and 132 mM trehalose for fluorescence activated cell sorting (FACS).

### FACS Enrichment of tdTomato Cells

Cell suspensions subjected to FACS were prepared from the cortical hemispheres of adult 6 and 18 months old *Pvalb-Cre/tdTomato*/*Dnmt1* control as well as *Pvalb-Cre/tdTomato*/*Dnmt1 loxP*^2^ mice. Following addition of DAPI, cells were sorted using an ARIA III FACS sorter (BD Biosciences, United States) with a maximal flow rate of six. The tdTomato reporter was excited by a 561 nm yellow/green solid-state laser and emission signal was detected in a range of 579 to 593 nm. According to their forward scatter/side scatter criteria (FSC/SSC) followed by cell doublet exclusion via an FSC-H vs FSC-W criterium, DAPI-negative living cells were sorted based on a distinctive tdTomato signal. Cells of interest were collected in HBSS w/o Ca^2+^ and Mg^2+^ supplemented with 7 mM HEPES, 100 U/mL penicillin, 100 μg/mL streptomycin, 0.65% D(+)-Glucose, and 132 mM trehalose at 4°C and pelleted by centrifugation. Enriched tdTomato cells of one hemisphere were prepared for RNA-sequencing, while cells of the contralateral hemisphere were subjected to DNA-isolation for MeDIP-sequencing for each brain used. For RNA isolation, pellets were dissolved in 500 μL Trizol^®^ Reagent (Life Technologies, United States) and subsequently frozen on dry ice. For MeDIP-Seq analysis, cell pellets were frozen at −80°C until further use. Only male mice were used for RNA and MeDIP sequencing.

### RNA/DNA Isolation of Tissue and FAC-Sorted Cells

Adult cortical hemispheres were dissected from whole brain and frozen in liquid nitrogen as described above. For RNA-sequencing, samples were subjected to standard RNA isolation procedure using Trizol^®^ Reagent (Life Technologies, United States). The FACS-enriched tdTomato cells were processed accordingly, with additional application of GlycoBlue (Thermo Fisher Scientific, United States) to a final concentration of 0.2% during RNA precipitation for better visualization of the pellet.

DNA isolation of FACS-enriched tdTomato cells was performed using QIAamp DNA Micro Kit (Qiagen, Germany) according to manufacturer’s instruction and checked for integrity by capillary gel electrophoresis (Bioanalyzer, Agilent Technologies, Inc., United States).

### RNA Sequencing of Adult Cortical Tissue

To reveal potentially relevant genes for age related processes in the brain, we performed RNA sequencing of 6 and 16 months old cortical hemispheres of C57BL/6 mice. The TruSeq RNA Sample Preparation Kit (Illumina, Cat. N°RS-122-2002, United States) was used for library preparation (1 μg total RNA), the QuantiFluor^TM^ dsDNA System (Promega, United States) for quantitation and the DNA 1000 chip on the Bioanalyzer 2100 (Agilent Technologies) to determine the size range of final cDNA libraries prior to amplification and sequencing (cBot and HiSeq2000 from Illumina; PE; 2 × 100 bp; ca. 30 million reads per sample). Sequences were trimmed for adaptor sequences and phred scores <30 via fastq-mcf (ea-utils v1.1.2-484). This data was uploaded to the Galaxy web platform; 2.11.40.6, and we used the public server at *usegalaxy.eu* for further analysis (Afgan et al., 2018). If not stated differently, default settings were applied. Quality check was done via fastqc; v. 0.11.8 (Andrews, 2010) before alignment to the UCSC mouse reference genome mm10 was performed using STAR; v2.7.2b (Dobin et al., 2013) with 2-pass mapping. Reads were aligned to the reference genome using gapped alignment as RNA transcripts are subject to splicing and reads might therefore span distant exons. Data was converted and sorted by samtools; v1.9 (Li et al., 2009). Counting the reads to each gene was done via HTSeq; v0.9.1 (Anders et al., 2015) to the Ensembl gene annotation. 

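HTSeq assigns a read to a gene only when it overlaps the exons of that gene and of no other. In the deposited counts, between 70.8% and 76.5% of the uniquely aligned reads of a sample lay on a gene. Another 22.0% to 27.7% overlapped no annotated gene, and 1.42% to 1.57% overlapped more than 1 gene and were left uncounted. For every 100 reads counted on genes, the summary lists between 43.4 and 51.4 alignments that were not unique and were not counted either. Genes that share long stretches with a pseudogene or a paralog are therefore measured by the part of their transcript that differs. The text does not name the Ensembl release or the strand setting, so that genes overlapping on opposite strands cannot be separated with certainty.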

Data analysis was performed using R/Bioconductor 3.0.2/2.12 (Luo and Brouwer, 2013); loading DESeq2; v1.22.1 (Love et al., 2014).

Sequence data will be deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series upon acceptance of the manuscript.

### RNA Sequencing of FACS-Enriched tdTomato Cells

RNA was isolated using the Trizol^®^ Reagent protocol according to manufacturer’s instructions. RNA quality was assessed by measuring the RIN (RNA Integrity Number) using the fragment analyzer from Advanced Analytical (United States). Library preparation for RNA-Seq was performed using the TruSeq^TM^ RNA Sample Prep Kit v2 (Illumina, Cat. N°RS-122-2002, United States) starting from 50 ng of total RNA. Accurate quantitation of cDNA libraries was performed by using the QuantiFluor^TM^ dsDNA System (Promega, United States). The size range of final cDNA libraries was determined applying the DNA chip on the fragment analyzer (average 350 bp; Advanced Analytical). cDNA libraries were amplified and sequenced by using the cBot and HiSeq2000 from Illumina (SR; 1 × 50 bp; ∼30–40 million reads per sample). Sequence images were transformed with Illumina software BaseCaller to bcl files, which were demultiplexed to fastq files with CASAVA v1.8.2. Quality check was done via fastqc; v0.10.0 (Andrews, 2010). Read alignment was performed using STAR; v2.3.0 (Dobin et al., 2013) to the mm10 reference genome with 2-pass mapping. Data was converted and sorted by samtools; v0.1.19 (Li et al., 2009) and reads per gene were counted via HTSeq; v0.5.4.p3 (Anders et al., 2015). Data analysis was performed using R/Bioconductor 3.0.2/2.12 (Luo and Brouwer, 2013); loading DESeq2 (Love et al., 2014). Sequence data will be deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series upon acceptance of the manuscript.

### MeDIP Sequencing of FACS-Enriched tdTomato Cells

For genome-wide methylation analysis we applied immunoprecipitation methods for the enrichment of 5-methylcytosines. Specifically, 100 ng of genomic DNA were used as starting material. The Methylated-DNA IP Kit from Zymo (Cat. N° D5101) was applied according to manufacturer’s instructions. The product of the IP and control reaction were then used for preparation of Illumina compatible libraries according to the TruSeq Nano DNA Library Prep Kit (Cat. N° FC-121-4001). Libraries were sequenced on a HiSeq 2000 yielding 50 bp single end reads. The sequencing reads were demultiplexed using the Illumina CASAVA tool and sequence quality was checked using fastqc; v0.10.0 (Andrews, 2010). The reads were then aligned to the genome of *Mus musculus* (mm10) using Bowtie 2; v2.0.2 (Langmead and Salzberg, 2012). Briefly, reads were aligned using default parameters allowing for two mismatches using seed alignment. Differentially methylated regions (DMRs) were identified using the MEDIPS package for R; v1.16.0 (Lienhard et al., 2014) with a window size of 700 bp and a minimum coverage of 5% of the window length. Differential methylation analysis from low number of replicates was done using edgeR (Robinson et al., 2010) to estimate the biological variability and model the count data using negative binomial distribution. DMRs were considered gene-associated DMRs, or differentially methylated genes (DMGs), if they were inside a gene, in the promoter region [−1000, 0] of the transcription start site (TSS) or in the terminator region [0, +300] from the transcript termination site (TTS). DMRs were those with adjusted *P*-value <0.05. A detailed description of the analysis pipeline can be found in Halder et al. (2015). Sequence data will be deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series upon acceptance of the manuscript.

### Integrative Analysis of FACS-Sorted Sequencing Data

Genes in the FACS RNA sequencing data were considered differentially expressed with a Benjamini-Hochberg adjusted *P* value *P* < 0.05 and a |logfc| > 1. Gene list overlaps between differentially expressed and methylated genes were quantified using the Jaccard coefficient. Absolute numbers of DMGs were determined without regard to multiple sites of differential methylation in a single gene. Significance of enrichment of methylated genes was calculated using Fisher’s exact test.

Gene lists including the genes showing both, differential methylation and expression, were submitted to the *Database for Annotation, Visualization and Integrated Discovery*^1^ (DAVID) for Gene Ontology (GO) or KEGG Pathway term enrichment analysis. Results of GO enrichment analysis were visualized in a bar diagram including the respective *Benjamini-Hochberg* corrected *P*-value, the number of genes and the enrichment fold change included in a certain term.

Heat maps were generated using R package pheatmap^2^. For heat maps showing comparison between two datasets, data was normalized to 6 months WT. In case of heat maps illustrating more than two samples, data was scaled. Significance levels: ^∗^*P* < 0.05; ^∗∗^*P* < 0.01; and ^∗∗∗^*P* < 0.001.

### Microscopy and Image Data Analysis

Images of immunohistochemistry staining of adult tissue sections or immunocytochemistry of stained cell culture was recorded either with an inverted confocal laser scanning microscope TCS SP5 (Leica Microsystems, Germany) or with an inverted transmitted light microscope Axio CellObserver Z1 equipped with MosaiX module for tile scanning and apotome for confocal like imaging (Carl Zeiss Microscopy, Germany). Photographs were analyzed using the free FIJI software (Schindelin et al., 2012).

For life cell imaging of CB cells transfected with the CD63-pEGFP and either control or *Dnmt1* siRNA, images were taken with Axio CellObserver Z1, ×40 optical magnification using apotome. Z-stack was applied over the whole cell and acquisition was performed every 5 min for 1 h. ^∗^.zvi-files were opened with FIJI; maximum intense projection was performed and data were exported as ^∗^.avi with five frames per second. The movement of CD63-pEGFP positive vesicles was measured direction specific from one timepoint to the next and speed was calculated based on the time interval. Analysis of cell number in adult sections was performed with ImageJ cell counter plugin. Counted cell numbers in section analysis were normalized to the area of the counted region.

For fluorescence intensity measurements, each experimental design was imaged at one particular microscope with consistent settings regarding exposure time and light intensity at the CellObserver Z1 or laser power, gain and spectral settings at the SP5 LSM. Fluorescence intensity measurement for the CD63 staining and LAMP1 staining was performed in the processes of the cells. For each picture, background correction was performed by subtracting the mean fluorescent intensity from three background areas. Mean fluorescent intensity of the *Dnmt1* siRNA treated cells was normalized to control siRNA. Photoshop CC was applied for image composition. Boxplots were plotted using R.

Significance was analyzed with two-tailed Student’s *t*-test or two-way ANOVA. Significance levels: ^∗^*P* < 0.05; ^∗∗^*P* < 0.01; and ^∗∗∗^*P* < 0.001.

## Results

### Vulnerability of PV-Expressing Neocortical GABAergic Interneurons Toward Aging

Aging-dependent functional defects in the cortical inhibitory GABAergic system were reported for humans (Cheng and Lin, 2013) as well as for different animal models (Miettinen et al., 1993; Ouda et al., 2008) including mice (Jessen et al., 2017). Since mice serve as key models to study the neurobiology of aging and age-associated neurodegenerative diseases (Jucker and Ingram, 1997; Bilkei-Gorzo, 2014), we tested whether the neocortical GABAergic system is compromised in aged mice. 

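Whole cortical hemispheres of C57BL/6 mice, the inbred wild-type strain of the study, were sequenced as polyadenylated RNA, with 3 samples at 6 months and 3 samples at 16 months. The housing protocol deposited with the samples gives the younger age as 3 months, whereas the sample labels and the paper give 6 months, the age used here. Trimmed paired-end reads were aligned by the authors to the mouse genome mm10 with STAR, and the deposited values are their HTSeq counts per Ensembl gene, without normalization. The paper states a depth of about 30 per sample, in units of 1000000 reads. The deposited counts on genes, which all values here use, summed to 46519280, 29797253 and 41581035 in replicates 1, 2 and 3 at 6 months (median 41581035), and to 33392036, 31741175 and 34399669 in replicates 1, 2 and 3 at 16 months (median 33392036). A gene with 3 counts in a sample, taken as the smallest level that can be shown, corresponds to between 0.0645 and 0.101 counts per 1000000 (CPM). Of the 38355 genes listed, 17120 passed edgeR's filter on low counts. Library sizes were scaled with the TMM method, whose factors lay between 0.988 and 1.01, and the ages were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. All log2 fold changes are given as 16 over 6 months, so that a negative value is a lower level in aged samples. The fitted biological coefficient of variation was 6.40%. No pair of samples of one age held identical values or differed by as little as sampling noise. The ages share replicate numbers, and the deviations of same-numbered samples from the mean of their age correlated with r = 0.110 across genes, the highest value of the 6 possible pairings; genes are not independent replicates. Results are therefore also given with the replicate number as a block. The filter on low counts, the choice between edgeR and DESeq2, the replicate block and the correction for GC content were among the choices that could change the numbers.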

As an initial approach we performed differential gene expression analysis of the whole neocortex from young (6 months) and aged (16 months) C57BL/6 mice. In general, RNA sequencing revealed comparatively low numbers of age-dependent differentially expressed genes (DEG = 470 genes, Figure 1A), which additionally displayed small fold changes (ranging from −0.78 < log2fc < 1.14). This was also observed by others when using whole cortical tissue containing a mixed population of cells (e.g., glia versus neurons), which likely show different responses toward aging (Kimmel et al., 2019). 

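The quasi-likelihood test called 286 genes, 1.67% of those tested, at a Benjamini-Hochberg adjusted P under 0.05, of which 134 were higher and 152 lower at 16 months. In each of the 286 genes the 3 samples of one age all lay above the 3 of the other, as they did in 23.7% of all tested genes, where chance gives 10%. The median absolute log2 fold change of the called genes was 0.47, and the values ranged from −4.62 to 4.06. With the replicate number as a block, 783 genes were called (383 higher, 400 lower), among them all 286. The count moved most with offsets for GC content and gene length together with the replicate block, an alternative chosen after seeing the data, which called 3302 genes. With DESeq2's Wald test and its prior on fold changes, which pulls the fold changes of genes with few counts toward 0, 470 genes were called, and their log2 fold changes ranged from −1.20 to 0.79.

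**Figure D1:**
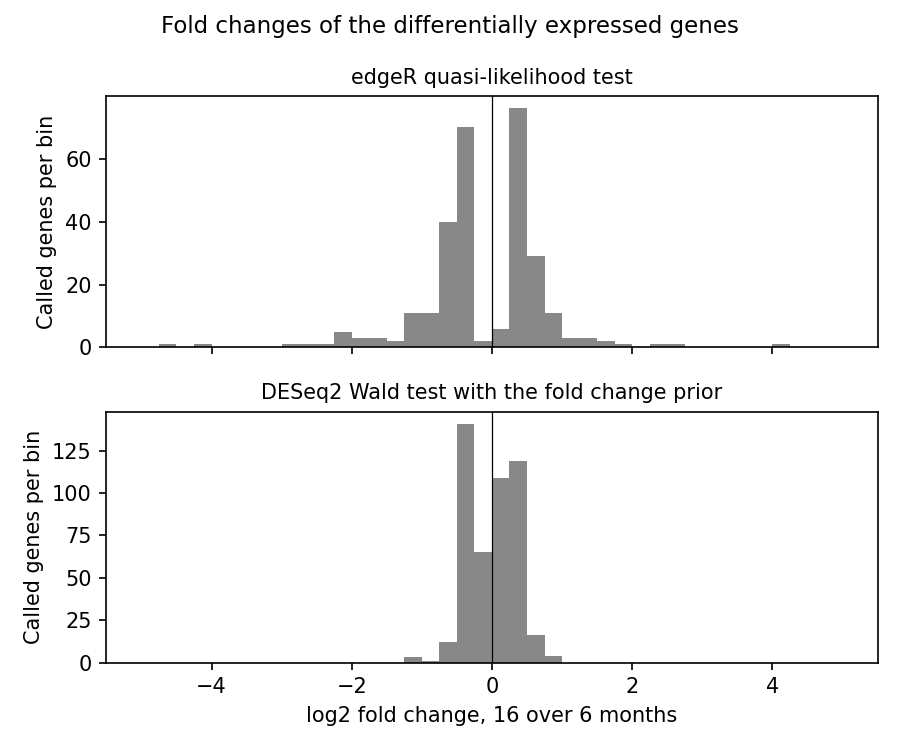
Number of differentially expressed genes (vertical axis, on its own scale in each panel) by log2 fold change of 16 over 6 months (horizontal axis, same scale in both panels), from edgeR's quasi-likelihood test (upper panel, 286 genes) and from DESeq2's Wald test with the fold change prior (lower panel, 470 genes). The values spread from −4.62 to 4.06 in the upper panel and from −1.20 to 0.79 in the lower.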

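The 10 called genes with the largest absolute log2 fold changes had few counts at 1 age or both. Zfp990, a zinc finger gene on chromosome 4 of GRCm38 from 145510759 to 145539188, had 0.581 ± 0.0499 CPM (SD, n = 3) at 6 months and 0, 1 and 1 counts in the 3 samples at 16 months, at least 6.42-fold lower (adjusted P = 0.00216, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of its transcript, 20.4% is nearly identical to Gm21411 or Zfp986, with which it can exchange reads. Mmp12, which overlaps Mmp1b, had 0.403 ± 0.0929 CPM (SD, n = 3) at 6 months and at most 1 count in each sample at 16 months, at least 4.45-fold lower (adjusted P = 0.011, same test and Benjamini-Hochberg adjustment). Shox2, on chromosome 3 from 66971727 to 66981771 and overlapping Rsrc1, rose from 0.105 ± 0.0253 to 1.74 ± 0.257 CPM (SD, n = 3 each), a log2 fold change of 4.06 with a standard error of 0.27. Gm11223, a processed pseudogene whose whole sequence is nearly identical to Stmn1, fell from 4.96 ± 0.272 to 0.730 ± 0.0746 CPM (SD, n = 3 each) with a log2 fold change of −2.76. The log2 fold changes of the others were −2.73 for the pseudogene Obox3-ps7, 2.51 for Abhd12b, 2.30 for Gh, −2.28 for Itgax, −2.23 for Defb1 and −2.16 for C3. Zfp990, Mmp12, Obox3-ps7, Abhd12b, Gh and Itgax were removed by the independent filtering of DESeq2, with or without its prior, and were called by its Wald test without that filtering (Benjamini-Hochberg adjusted P between 3.15e-05 and 0.0213).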

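The spread between the 3 samples of each age was measured for every tested gene as the SD of its log2 CPM. Its median was 0.063 at 6 months and 0.13 at 16 months, and 75.5% of the 17120 genes had the larger SD at 16 months. The median ratio of the SDs, 16 over 6 months, was 1.87. An exact permutation test of the age labels on the values centred within each age gave a two-sided p = 0.3 (n = 3 per age), where 0.1 is the smallest p that the 10 splits of 6 samples allow, so that the larger spread at 16 months cannot be separated from chance with these samples. The root mean square deviation from the mean of the age was 0.19, 0.18 and 0.15 (log2) in replicates 1, 2 and 3 at 16 months, and 0.13, 0.13 and 0.12 at 6 months. At 16 months, the deviations of replicate 1 and replicate 2 followed the GC content of the genes in opposite directions, with r = 0.588 and −0.582 across genes, which are not independent replicates. The corresponding values lay between −0.130 and 0.160 in the other 4 samples. With offsets for GC content and gene length, which were added after seeing the data, the ratio of the SDs was 1.27.

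**Figure D2:**
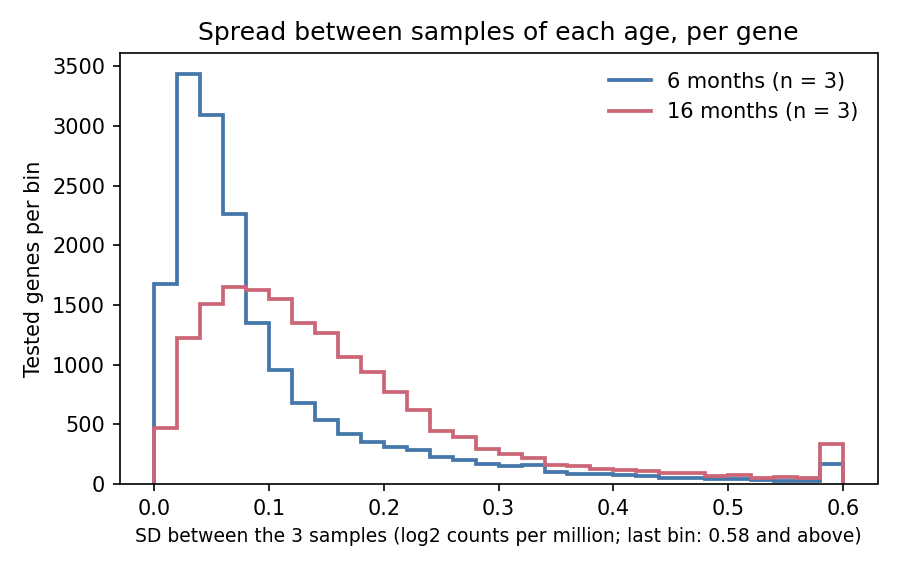
Number of tested genes (vertical axis) by the SD of their log2 CPM between the 3 samples of an age (horizontal axis, in bins of equal width, with all larger values in the last bin), at 6 months (blue) and 16 months (red). The median SD is 0.063 at 6 months and 0.13 at 16 months.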

In accordance with elevated inter-individual variability of gene expression observed in aged human brains (Kedlian et al., 2019), we also detected a similar variability in the cortical samples of aged mice (Figure 1B). These inter-individual differences heavily impact fold changes and differential gene expression analysis. 

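The number of called genes depended on which sample was left out. Without replicate 1, 2 or 3 of 6 months, edgeR's quasi-likelihood test called 55, 57 and 48 genes at a Benjamini-Hochberg adjusted P under 0.05, all of them among the 286 called with all samples. Leaving out replicate 3 of 16 months gave 58 genes, likewise all among the 286. By contrast, 995 genes were called without replicate 1 of 16 months and 2211 without replicate 2 of 16 months, and both lists contained all 286. The fold change kept its direction in each of the 6 fits for all 286 genes, and 44 genes were called in each of them. Biological coefficients of variation fitted within one age were 2.88% at 6 months and 8.74% at 16 months.

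**Figure D3:**
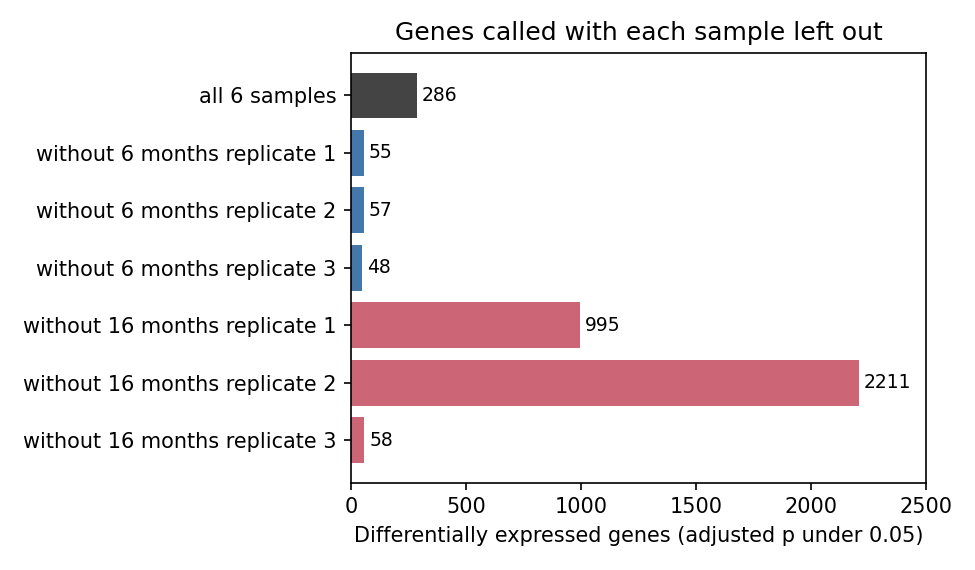
Number of differentially expressed genes (horizontal axis, adjusted P under 0.05) with all 6 samples (dark bar) and with each sample of 6 months (blue) or 16 months (red) left out in turn. The count falls to between 48 and 58 in 4 of the fits and rises to 995 and 2211 without replicate 1 or replicate 2 of 16 months.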

Another hallmark of the aging brain is mRNA–protein decoupling (Wei et al., 2015), with numerous changes occurring mainly on the protein level (Liguz-Lecznar et al., 2015). However, as one of the most prominently differentially expressed genes *Pvalb* was identified, showing significantly diminished transcript levels in 16 months old cortex samples (adjusted *P* = 2.73E-50, log2fc = 1.04, Figures 1A,C), the time point when aging begins in mice (Xu et al., 2007). This finding was confirmed by *in situ* hybridization experiments, indicating an age-related reduction of *Pvalb*-expressing cells in motor, somatosensory and visual neocortical areas (Figures 1D,E). 

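Pvalb, which encodes the calcium-binding protein parvalbumin, lies on the minus strand of chromosome 15 of GRCm38 from 78191114 to 78206400 and has no overlapping gene or near-identical copy in the annotation. Its counts were 2040, 1245 and 1797 in the 3 samples at 6 months and 581, 585 and 648 at 16 months. Scaled to library size, this was 42.6 ± 1.03 CPM (SD, n = 3) at 6 months and 18.4 ± 0.761 CPM (SD, n = 3) at 16 months. The log2 fold change was −1.21 with a standard error of 0.058 and an adjusted P = 1.49e-05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Pvalb had the second smallest P of all tested genes. Every sample at 16 months lay below every sample at 6 months (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 samples allow). With the replicate number as a block, the log2 fold change was −1.21 and the adjusted P 9.39e-07 (same test, Benjamini-Hochberg adjustment); the correlation between same-numbered samples was 0.110. Across the 6 fits that each left out 1 sample, the log2 fold change stayed between −1.24 and −1.18. DESeq2's Wald test with its prior on fold changes moved the value most, to −1.04, with a Benjamini-Hochberg adjusted P = 1.63e-49. Over 25 other transcripts of PV interneurons, from a list written down beforehand, the median log2 fold change was 0.036 (adjusted P = 0.483, camera with Benjamini-Hochberg adjustment), 0.037 with the replicate block (adjusted P = 0.565, same test and Benjamini-Hochberg adjustment), and −0.0058 with offsets for GC content and gene length. From the difference in Pvalb the paper states that Pvalb transcript levels are diminished in aged cortex. Together with the lower numbers of Pvalb-expressing and PV-immunoreactive cells in its tissue sections (Figures 1D–G), it proposes a loss of PV-positive cortical interneurons in aged mice.

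**Figure D4:**
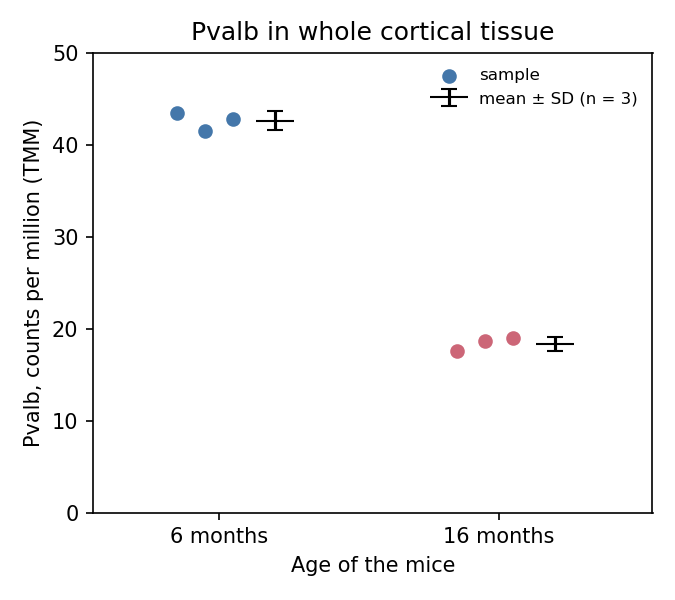
Pvalb level in CPM after TMM scaling (vertical axis) at 6 and 16 months (horizontal axis). Points are single samples in the order of their replicate numbers, and the bars beside them give the mean ± SD of 3 samples, 42.6 ± 1.03 at 6 months and 18.4 ± 0.761 at 16 months.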

Consistently, we found less PV-immunoreactive cells (Figures 1F,G) in the same cortical regions in aged mice. Together, our data suggest a loss of PV-positive cortical interneurons in aged mice, being in line with the decrease of PV interneurons in somatosensory, auditory, and motor cortical areas of aged rats (Miettinen et al., 1993; Ouda et al., 2008).

**FIGURE 1:**
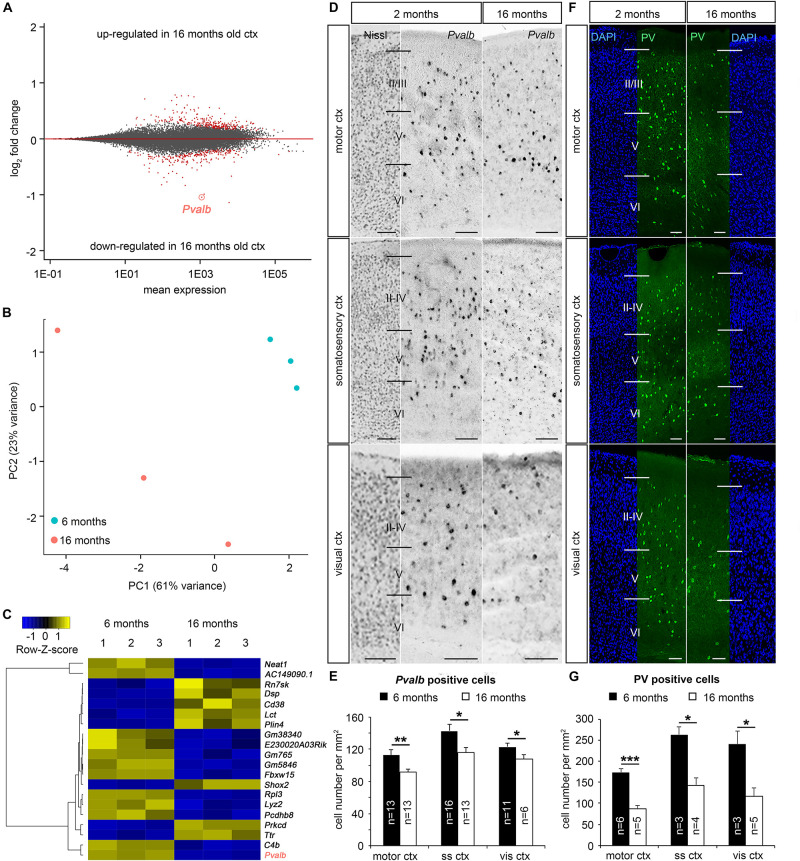
Age-dependent reduction of parvalbumin expression in the mouse cortex. **(A)** MA-plot illustrating differential gene expression between whole cortical tissue of 6 months (*n* = 3 brains) and 16 months old (*n* = 3 brains) C57BL/6 mice. RNA sequencing was performed to reveal age-dependent differential gene expression (red dots, *P* < 0.05, Benjamini adjusted). **(B)** Principal component analysis (PCA) illustrates the segregation of the different samples, whereby the first and second PC account for 61 and 23% of the variance, respectively. **(C)** Heat-map illustrating the 20 genes with highest absolute foldchanges among the differentially expressed genes between cortical tissue samples of 6 and 16 months old C57BL/6 WT mice including *Pvalb*, which is significantly reduced in aged samples. **(D–G)** *In situ* hybridization and immunohistochemistry against *Pvalb* mRNA **(D)** and PV protein **(F)** in the motor cortex, somatosensory cortex and visual cortex in 6 months and 16 months old C57BL/6 mice (*N* = 3 different brains per age), quantified in **(E)** and **(G)**, respectively (*P < 0.05; **P < 0.01; ***P < 0.001, *Student’s t-test*). Scale bars: 100 μm in **(D)** and **(F)**.

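A principal component analysis of DESeq2's rlog values, over the 500 genes with the highest variance, placed 69.8% of the variance on the first and 22.4% on the second component. On the first component the samples at 6 months lay at −1.37, −2.11 and −1.97 and those at 16 months at 4.20, −0.50 and 1.75 (replicates 1, 2 and 3). The mean distance between samples of one age in the plane of both components was 0.782 at 6 months and 3.90 at 16 months, and no test was made of this difference.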

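Of the 20 genes in the heat map, 16 were matched by their symbol to a gene of the deposited counts. AC149090.1, Gm38340, E230020A03Rik and Gm5846 were not matched and were not analysed here. All 16 were called by edgeR's quasi-likelihood test, with Benjamini-Hochberg adjusted P of at most 0.00278, and all 16 were called as well when the adjustment covered this list alone, which says nothing about stability because the list was drawn from the same data. All 16 moved in the direction of the figure. Dsp, Rn7sk, Cd38, Lct, Plin4, Shox2, Prkcd and Ttr were higher at 16 months, and Neat1, Gm765, Fbxw15, Rpl3, Lyz2, Pcdhb8, C4b and Pvalb were lower. Among the higher genes, Rn7sk had a log2 fold change of 1.37, Dsp of 1.26, Lct of 1.12, Plin4 of 1.11, Ttr of 1.00, Cd38 of 0.92 and Prkcd of 0.91. Among the lower genes, the log2 fold change was −1.47 for Fbxw15, −1.45 for Rpl3, −1.20 for C4b, −1.09 for Gm765, −1.01 for Lyz2, −0.94 for Pcdhb8 and −0.74 for Neat1. With the replicate number as a block (correlation between same-numbered samples 0.110), all 16 were again called. Rpl3 shares 64.7% of its transcript with pseudogenes and Rn7sk shares 72.8% with 3 other genes at 97% identity or more, so that their counts cover only part of the transcript. Neat1, Dsp, Plin4, Gm765, Fbxw15, Shox2 and Rpl3 overlap other annotated genes. Prkcd and Shox2 are also markers of the thalamus, and Dsp and Lct of the dentate gyrus. The lists of markers of these regions were higher at 16 months as a whole, with adjusted P of 0.00896 and 0.0172 (camera, Benjamini-Hochberg adjustment), and of 0.104 and 0.120 with the replicate block (same test and adjustment).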

In contrast to this depletion of inhibitory PV interneurons in the cerebral cortex, excitatory neurons, which account for >80% of cortical neurons (DeFelipe and Fariñas, 1992), appear less affected. Pan-neuronal density analysis of NeuN-positive cells did not reveal significant age-related changes (Supplementary Figure S1). In summary, we identified a vulnerability of PV-positive cortical inhibitory interneurons upon aging in mice.

### DNMT1 Affects the Long-Term Survival of Neocortical Interneurons

Changes of the epigenetic landscape by genomic methylation and histone modifications contribute to transcriptional control in aging and lifespan regulation (Zampieri et al., 2015). DNA methylation, executed by DNMTs, is a major epigenetic mechanism regulating gene expression in mammals during different stages of life (Johnson et al., 2012; Zampieri et al., 2015). DNMT1 is one of the main DNMTs expressed in the developing and adult brain. DNMT1 modulates neuronal survival (Hutnick et al., 2009; Feng et al., 2010; Pensold et al., 2017; Symmank and Zimmer, 2017) and synaptic function of both excitatory neurons (Meadows et al., 2015, 2016) as well as inhibitory interneurons (Pensold et al., 2020). Hence, we asked whether DNMT1 is involved in the regulation of cortical interneuron survival during aging. To this end, we exploited a mouse model described previously (Pensold et al., 2020), in which *Dnmt1* deletion is restricted to PV-cells (*Pvalb*-*Cre*/*tdTomato*/*Dnmt1 loxP^2^*). As controls, we used *Pvalb*-*Cre*/*tdTomato* mice. *Pvalb* promoter-dependent CRE recombinase-mediated *loxP* recombination drives persistent tdTomato protein expression, reported to start at the 5th week of life (Madisen et al., 2010). The analysis of the *Pvalb-Cre/tdTomato* interneuron density in adult versus aged mice confirmed the findings we obtained by RNA sequencing of whole cortical tissue, *in situ* hybridization, and immunostainings in C57BL/6 wildtype mice (Figure 1). We found a significant age-related reduction of tdTomato positive cells in motor and visual cortical areas of *Pvalb-Cre/tdTomato* mice (Figures 2A,C). Both superficial and deep cortical layers were affected by the reduction in interneurons (Figure 2D). Although less prominent, we also observed a significant decline of tdTomato cells in the somatosensory cortex (Figures 2A,C). This reduction was mainly restricted to the deep cortical layers (Figure 2D). At an intermediate stage (12 months old mice) we found a trend for reduced cell density, indicating that interneuron degeneration starts about one year of life (Figures 2A,C).

**FIGURE 2:**
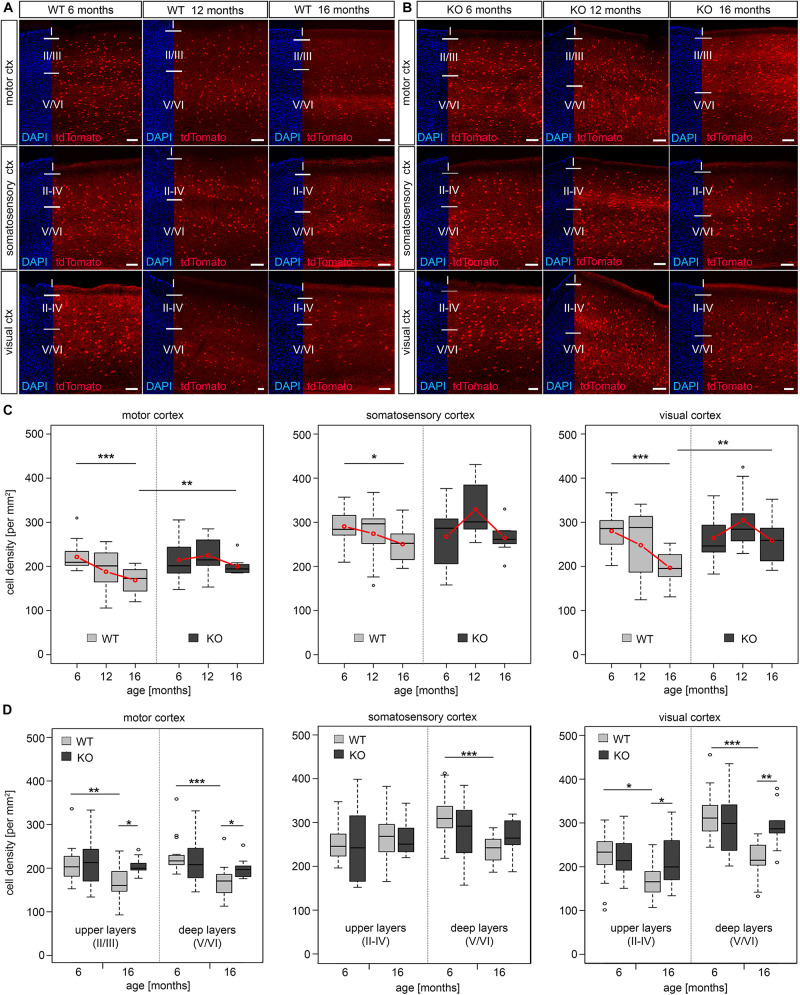
*Dnmt1* knockout enhanced long-term survival of cortical interneurons. **(A,B)** Microphotographs of sagittal sections (Bregma 1.44) illustrating the motor, somatosensory, and visual cortex of 6, 12 and 16 months old *Pvalb-Cre*/*tdTomato* (WT, **A**) and *Pvalb-Cre/tdTomato/Dnmt1 loxP*^2^ (KO, **B**) mice showing tdTomato (red) and DAPI positive cells (blue). The cell density per area is quantified in **(C)**, which revealed a significant loss of interneurons upon aging in *Dnmt1* WT (*P < 0.05, ***P < 0.001) for the motor, somatosensory and visual cortex, respectively (two-way ANOVA, Bonferroni corrected), but no significant age-dependent differences in *Dnmt1* KO mice. Comparison of aged genotypes revealed significant differences in the motor and visual cortex (**P < 0.01; *Student’s t-test*) **(D)** Layer-specific analysis of cell density in 6 and 16 months old *Dnmt1* WT and KO mice in the motor, somatosensory, and visual cortex (*P < 0.05, **P < 0.01; ***P < 0.001, *Student’s t-test*). The numbers of analyzed sections are listed as follows: 6 months old WT: *n* = 16, *n* = 15, and *n* = 13 for motor, somatosensory and visual cortex, respectively; 6 months old KO: *n* = 19 for motor cortex and *n* = 16 for somatosensory and visual cortex; 12 months old WT and KO: *n* = 9 sections for each cortical area; 16 months old WT: *n* = 14 for motor and visual cortex and *n* = 12 for somatosensory cortex; 16 months old KO: *n* = 9 for each cortical region (from *N* = 3 different brains per genotype and age). WT, wild-type; KO, knockout. Scale bars: 100 μm.

Next, we comparatively analyzed tdTomato cells in 6, 12, and 16 months old *Pvalb*-*Cre*/*tdTomato*/*Dnmt1 loxP^2^* mice in the motor, somatosensory and visual cortical areas. While in young mice no differences in interneuron numbers were observed compared to controls (Figures 2B,C), 16 months old *Dnmt1* KO mice maintained a significantly higher density of tdTomato positive interneurons in motor and visual cortical areas (Figures 2A–C). In the somatosensory cortex, we again observed a trend toward increased densities of *Dnmt1*-deficient interneurons compared to age-matched controls (Figures 2A,C). Hence *Dnmt1* deficiency substantially improves long-term survival of PV-expressing cortical interneurons, indicating that DNMT1 function either directly or indirectly impairs cortical PV-interneuron survival in aged mice. This is in striking contrast to DNMT1 function during brain development, where it promotes POA-derived interneuron survival through non-canonical actions (Pensold et al., 2017; Symmank et al., 2018, 2020).

### The Ameliorated Interneuron Survival in Aged *Dnmt1*-Deficient Mice Correlates With Improved Somatomotor Performances

Given their important role in cortical information processing, cortical interneuron decline was proposed to contribute to the cognitive and motoric impairments observed in the elderly (Bordner et al., 2011). To test whether attenuated interneuron loss correlates with improved skills in aged *Dnmt1*-deficient mice, we applied the ladder rung test to analyze motor performance that depends on somatomotor cortical activity (Metz and Whishaw, 2009). We continuously tested *Pvalb*-*Cre*/*tdTomato*/*Dnmt1 loxP^2^* and *Pvalb*-*Cre*/*tdTomato* mice at distinct stages of life ranging from 3 to 21 months. Consistent with observations of others (Hebert and Gerhardt, 1998) and the age-dependent changes in interneuron numbers, the motor performances of control mice deteriorated with age as determined by measuring the foot placement accuracy and crossing time (Figures 3A–C). In stark contrast, *Dnmt1*-deficient mice did not show corresponding age-related impairments for the parameters and the time course analyzed, hence performing significantly better than controls at 16 to 21 months of age (Figures 3A–C). When plotting the percentage of perfect steps against crossing time for KO and control mice at 6, 12, and 18 months (Figures 3D–F), cohort segregation increased with age.

**FIGURE 3:**
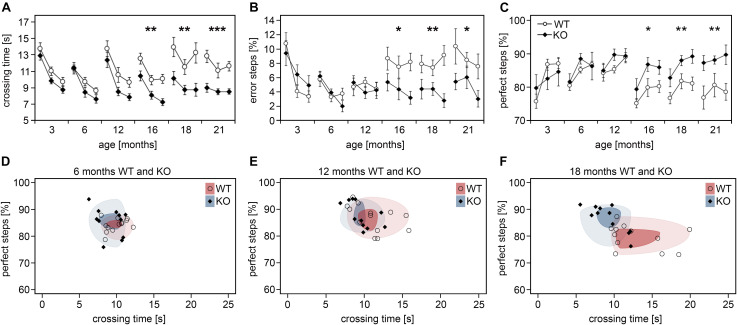
Aged *Pvalb*-*Cre*/*tdTomato*/*Dnmt1* KO mice show improved somatomotor performances. **(A–C)** Performance of *Pvalb*-*Cre*/*tdTomato*/*Dnmt1* KO (*N* = 10) and WT (*N* = 8) mice were tested in the inclined ladder rung test at distinct stages of life ranging from 3 to 21 months (three consecutive trials per stage). Crossing time **(A)**, error steps **(B)**, and perfect steps **(C)** were quantified (two-way ANOVA; data are shown as mean ± SEM; *P < 0.05, **P < 0.01, ***P < 0.001). **(D–F)** The scatter plots of perfect steps against crossing time for the distinct *Pvalb*-*Cre*/*tdTomato*/*Dnmt1* KO and WT mice at 6 months **(D)**, 12 months **(E)**, and 18 months **(F)** illustrate the stronger segregation of the cohorts with age shown by the decreasing overlap of the circles upon aging representing the 1st (dark colored) and 3rd quartile (light colored) of the data range per group.

In addition to cortical information processing, locomotion depends on cerebellar Purkinje cells and skeletal muscle function, tissues that also display *Pvalb* and *Dnmt1* expression (Supplementary Figures S2a,b; Racay et al., 2006). In skeletal muscle, DNMT1 indeed plays a role during differentiation and regeneration (Aguirre-Arteta et al., 2000; Wang et al., 2015). However, neither in skeletal muscle nor in the cerebellum, obvious abnormalities were observed upon *Dnmt1* deletion. Purkinje cell numbers in the cerebellum were not affected by PV-CRE mediated *Dnmt1* deletion, neither in the young nor in the aged mice (Supplementary Figures S2c–e). Moreover, muscle integrity, structure, and innervation were not altered by *Dnmt1*-deletion at the stages investigated, as determined by hematoxylin/eosin, laminin and neuromuscular junction staining, respectively (Supplementary Figures S2f–k). These data strongly suggest that the motor impairments in aged controls are caused by the loss of cortical interneurons, which can be attenuated by *Dnmt1* deletion.

### PV Interneurons Show an Increase in Degradation- and a Decline in Synapse-Related Gene Expression Upon Aging

Highlighting age-mediated transcriptional changes might help to approach the underlying mechanisms of the DNMT1-dependent PV-interneuron loss. This requires enrichment of PV-positive cortical interneurons from adult versus aged brains, as these interneurons represent a minority of the neocortical neuronal population (Druga, 2009). To this end, we applied an optimized protocol for adult cortical neuron isolation applicable for FACS. We combined mechanical and trypsin/collagenase-based enzymatic dissociation with trehalose treatment and *Percoll* density gradient centrifugation, as described and validated recently (Pensold et al., 2020).

Previously, Xu et al. (2007) investigated murine brain tissue at 6, 16 and 24 months of age, and found that most age-dependent genes are not differentially expressed at the age of 16 months. Hence, we chose to analyze interneurons of 18 months old control versus conditional *Dnmt1* knockout mice to monitor an advanced stage of aging, and compare interneuron transcriptional profiles with 6 months old mice for each genotype. Consistent with the PV interneuron loss in aged controls, we revealed significantly reduced FACS-events per hemisphere for aged *Pvalb*-*Cre*/*tdTomato* mice compared to the 6 months old mice (Supplementary Figure S3a). Transcriptome comparison between FAC-sorted young and old control interneurons illustrated that aging is associated with prominent changes in gene expression (Figure 4A and Supplementary Figures S3b–d). A total of 3,384 genes were differentially regulated (adjusted *P* < 0.05, |logfc| > 1), of which 65% were down-regulated and 35% up-regulated with age (Figure 4A). This high number of age-dependent transcriptional changes exceeds the transcriptional alterations revealed for the whole cortex (Figures 1A,B), which captures different aging signatures of diverse cell types collected in the cortical samples (Stegeman and Weake, 2017; Kimmel et al., 2019).

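In the whole cortex samples, 41 of the called genes had an absolute log2 fold change above 1, of which 12 were higher and 29 lower at 16 months, and 245 had a smaller change. With the replicate number as a block (correlation between same-numbered samples 0.110), 66 genes passed the same thresholds. With DESeq2's prior on fold changes only 3 genes did.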

**FIGURE 4:**
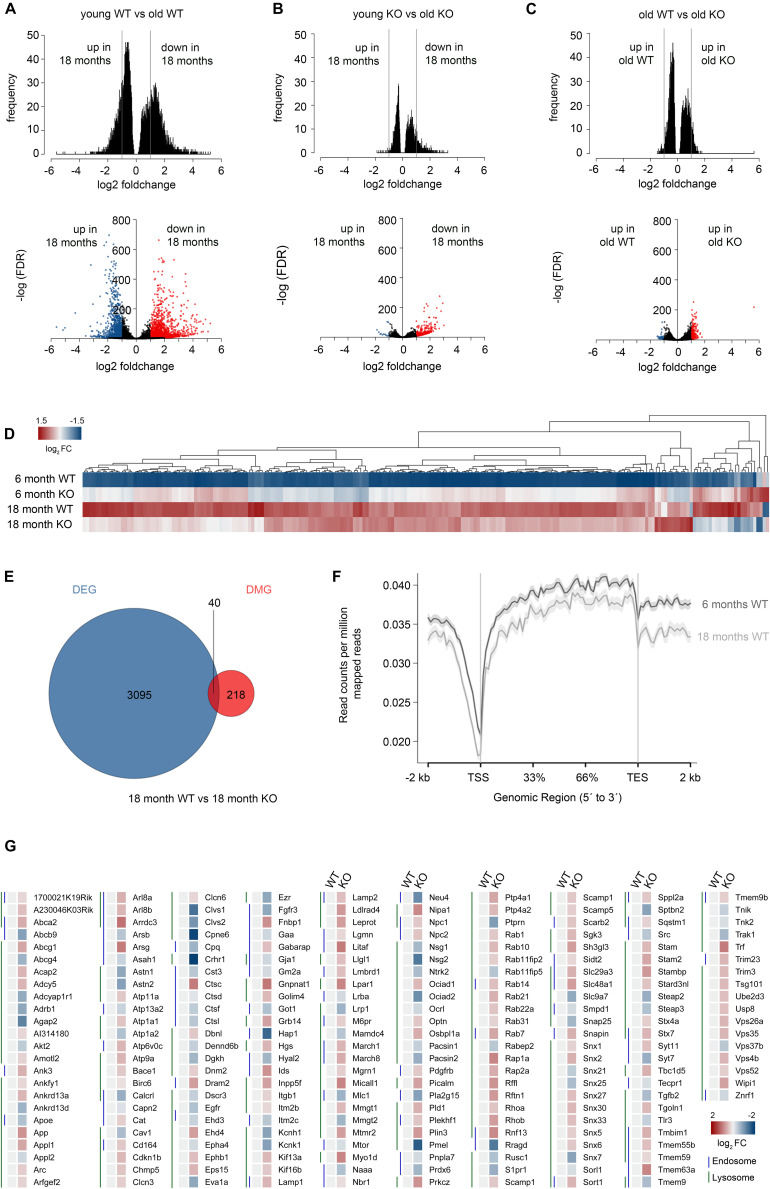
Correlative transcriptome and methylation analysis of adult and aged *Dnmt1*-deficient and wild-type *Pvalb*-expressing cortical interneurons. **(A–C)** Density plots (upper panel) and volcano plots (lower panel) illustrating significant changes in gene expression determined between FACS-enriched young and old *Dnmt1* WT interneurons **(A)**, young and old *Dnmt1* knockout (KO) cortical interneurons **(B)**, as well as between old WT and KO interneuron samples (**C**; *P* < 0.05, Benjamini adjusted; pooled samples from *N* = 6 WT and KO mice at 6 months; and *N* = 9 WT and *N* = 12 KO mice at 18 months analyzed in technical duplicates). Blue and red-colored dots in the volcano plots represent genes with |logfc| > 1. **(D)** Heat-map illustrating the re-scaled expression of genes in all samples, which were found differentially expressed between young (6 months) KO and young WT interneurons. **(E)** Venn diagram illustrating the overlap (*P* = 3.388E-5, *Fisher’s Exact test*) of differentially expressed genes (DEG) and differentially methylated genes (DMG) between aged FACS-enriched *Pvalb*-*Cre*/*tdTomato*/*Dnmt1* WT and KO cortical interneurons as determined by RNA-sequencing (*P* < 0.05, Benjamini-adjusted) and MeDIP-sequencing (*n* = 9 WT and *n* = 12 KO mice; *P* < 0.05, Benjamini-adjusted). **(F)** Methylation plot illustrating the average DNA methylation levels of a random sample of 10% of the genes from the *mm10* reference genome in young (6 months) and old (18 months) cortical interneurons from *Dnmt1* WT mice. **(G)** Heat-map of differentially expressed genes associated to the GO terms *endosome* and *lysosome*, normalized to 6 months old WT.

Among the genes we found to be up-regulated upon aging, GO-enrichment analysis revealed significantly enriched transcripts related to *membrane*, *endoplasmatic reticulum*, *endosome*, and *exosome* (Supplementary Table S1). The up-regulation of endosome and exosome-related genes in cortical interneurons might reflect an elevation of degradative actions and mechanisms upon aging in response to the accumulation of defective proteins, to maintain neuronal functionality over life time.

Of note, functional impairment of exosomes in transferring proteins, mRNAs, and miRNAs has been related to synaptopathies (Pitt et al., 2017), and synaptic dysfunction is considered a hallmark in neuronal aging (Deak and Sonntag, 2012; Azpurua and Eaton, 2015) and neurodegenerative disorders (Freeman and Mallucci, 2016; Ghiglieri et al., 2018). Altered or impaired synaptic function of aged PV-expressing interneurons is strongly supported by the profile of genes that were down-regulated upon aging. By GO analysis, synapse-related genes were detected as most significantly overrepresented, displaying by far the highest enrichment scores (Benjamini-adjusted *P* = 1.91E-61; FDR = 4.6E-61; Supplementary Table S1). Moreover, genes collected in the GO-terms *membrane*, *cell junction*, *plasma membrane*, *dendrite* and diverse ion transport and ion channel-related genes were strongly enriched among the genes determined as transcriptionally down-regulated in aged wild-type interneurons (Supplementary Table S1). Of note, we have not identified a significant enrichment of cell death or survival associated genes among the genes changed in expression between young and old interneurons (Supplementary Table S1). In sum, the transcriptional alterations that we detected in aged neocortical PV-positive interneurons suggest an age-related impairment of synaptic functionality. Moreover, alterations in the degradation machinery can be assumed from the transcriptional alterations, which can influence neuronal survival (Kim and Seo, 2014).

### *Dnmt1* Deficient PV Interneurons Display Diminished Age-Associated Transcriptional Alterations

In addition to ameliorated locomotion, the attenuated decline in interneuron density in aged *Dnmt1* knockout mice coincides with diminished age-associated quantitative transcriptional changes in *Pvalb*-*Cre*/*tdTomato*/*Dnmt1 loxP^2^* interneurons (Figure 4B; Supplementary Table S2). Compared to control interneurons, aging in *Pvalb*-*Cre*/*tdTomato*/*Dnmt1 loxP^2^* cortical interneurons was characterized by both fewer differentially expressed genes and decreased fold changes. Only 383 genes were differentially expressed (adjusted *P* < 0.05, |logfc| > 1, Figures 4A,B). For better illustration of the discrete changes in expression between all samples, we re-scaled the expression levels of genes relative to the expression range of all groups (young and old control as well as knockout samples; Figure 4D). The heatmap shown in Figure 4D depicts prominent age-related transcriptional alterations in controls, but rather mild alterations in *Dnmt1*-deficient interneurons. These data are consistent with the attenuated age-associated decline observed for conditional *Dnmt1*-knockout mice at cellular and behavioral level.

A common denominator of age-mediated transcriptional remodeling in both genotypes is that age-related down-regulation dominates over up-regulation for the significantly altered genes with |logfc| > 1 (Figures 4A,B). For age-associated gene expression changes in *Pvalb*-*Cre*/*tdTomato*/*Dnmt1 loxP^2^* interneurons, about 96% of differentially expressed genes were down-regulated (Figure 4B). Consistently, a “shutdown” of transcription in the aged cortex has been described before (Xu et al., 2007). Another similarity between aging control and *Dnmt1*-knockout interneurons was a significant enrichment of down-regulated synapse-related genes (Supplementary Tables S1, S2).

### Potential Implication of DNA Methylation in Age-Mediated Transcriptional Remodeling

DNA methylation was frequently proposed to contribute to the aging-associated transcriptional changes (Issa, 2002; Jones et al., 2015). To this end, we conducted differential methylation analysis by MeDIP-sequencing of FAC-sorted interneurons from young (6 months) and aged (18 months) control mice to monitor age-related alterations in DNA methylation levels. Further, we determined genes whose age-related transcriptional changes (adjusted *P* < 0.05) correlated with alterations in the DNA methylation level (adjusted *P* < 0.05). Among the 201 genes which demonstrated changes in expression and DNA methylation upon aging, *synapse*, *cytoskeleton*, *dendrite*, *postsynaptic density*, and *membrane*-related genes were significantly overrepresented (Supplementary Table S3), indicating that DNA methylation is implicated in the age-related transcriptional changes of these genes.

To determine which genes are differentially expressed and methylated in aged interneurons in a DNMT1-dependent manner, we first compared transcriptional profiles and DNA methylation signatures of old control and *Dnmt1*-deficient interneuron samples. We obtained only 258 differentially expressed genes (adjusted *P* < 0.05) displaying a |logfc| > 1 (Figure 4C). A similar number of 218 genes showed differential methylation (adjusted *P* < 0.05). However only two of these DMGs were overlapping with the pool of differentially expressed genes. Hence, we included all significantly differentially expressed genes independent of their fold change (3,095 genes) for correlation analysis between changes in methylation and transcription. Only 40 genes were significantly changed in both expression and methylation between the aged genotypes (Figure 4E). This indicates that DNMT1-dependent DNA methylation might play a rather minor role for the transcriptional changes, once the interneurons reach the age of 18 months. Indeed, the efficiency of the catalytic activity of DNMT1 is described to be reduced in an age-dependent manner (Casillas et al., 2003). This is in line with the global reduction of DNA methylation levels observed upon aging in control interneurons with MeDIP sequencing (Figure 4F), a finding that corroborates the age-related global hypomethylation reported by others (Shimoda et al., 2014; Lardenoije et al., 2015).

For those 40 genes (Figure 4E) which simultaneously changed in both expression and DNA methylation between aged genotypes, GO analysis revealed a significant enrichment of *actin cytoskeleton* and *postsynaptic density*-related genes, which are putatively regulated by DNMT1-dependent DNA methylation even in interneurons of advanced age (Supplementary Table S4). This fits to our finding that synapse and cytoskeleton-related genes are DNA methylation-dependently changed in expression upon aging in control cells (Supplementary Table S3). Albeit MeDIP sequencing covers only 15–16% of total 5-mC content (Stirzaker et al., 2014), for which the data provide only limited information, having a closer look on DNMT1 target genes identified in younger mice might provide further insights in the causes of impaired long-term interneuron survival.

### DNMT1-Dependent DNA Methylation in Adult Interneurons Affects Degradative Pathways

In stark contrast to the comparison of the 18 months old genotypes, we determined a highly significant overlap (*P* = 2.2E-16, *Fisher’s Exact test* for gene set enrichment analysis; odds ratio = 0.434) of 645 genes between young control and *Dnmt1* knockout interneurons, which display significant differences in both DNA methylation and gene expression (Pensold et al., 2020).

In general, far more genes were differentially expressed (3,868 genes) and/or methylated (3,135 genes) between young genotypes (Pensold et al., 2020). However, among neither the differentially expressed genes, nor among those genes both differentially expressed and methylated, we found a significant enrichment of apoptosis or cell death-related genes (data not shown). Hence, in contrast to developing interneurons, in which DNMT1 regulates expression of apoptosis genes (Pensold et al., 2017), survival regulation of interneurons in the aged cortex seems to result from different actions and targets of DNMT1.

Among the genes which we identified as repressed by DNMT1-dependent DNA methylation in young controls, we found an overrepresentation of *endocytosis* and *endosome*-related genes (Pensold et al., 2020). Furthermore, during analysis of all genes differentially expressed upon *Dnmt1* deletion, irrespective of altered DNA methylation, *lysosome* and *ubiquitination*-related genes were also found repressed by DNMT1 (Pensold et al., 2020; Figure 4G). Together these results demonstrate that endocytosis and degradative pathways are controlled by DNMT1. In a previous study we confirmed that dynamic DNMT1-dependent DNA methylation regulates synaptic transmission through the modulation of endocytosis-mediated vesicle recycling, which was improved upon *Dnmt1* deletion (Pensold et al., 2020). Hence, elevated GABAergic transmission and synaptic activity could indirectly promote interneuron survival of *Dnmt1*-deficient interneurons upon aging. However, endocytosis and endosomal function are crucial not only for synaptic activity regulation, but also affect degradative pathways (Ehlers, 2000; Gruenberg, 2001). Consistent with the transcriptional changes in 6 months old *Dnmt1*-deficient cortical interneurons (Figure 4G), siRNA-mediated *Dnmt1* depletion (knockdown efficiency of *Dnmt1* siRNA is illustrated in Supplementary Figure S4a) caused augmented CD63 and LAMP1 immunoreactivity, labeling endosomal, and lysosomal structures, respectively. This was determined in neurites of interneurons prepared from the embryonic MGE (Figures 5A–C) that give rise to PV interneurons, as well as in neurite-like processes of CB cells and neuroblastoma N2a cells 24 hours after transfection (Supplementary Figures S4b–d).

**FIGURE 5:**
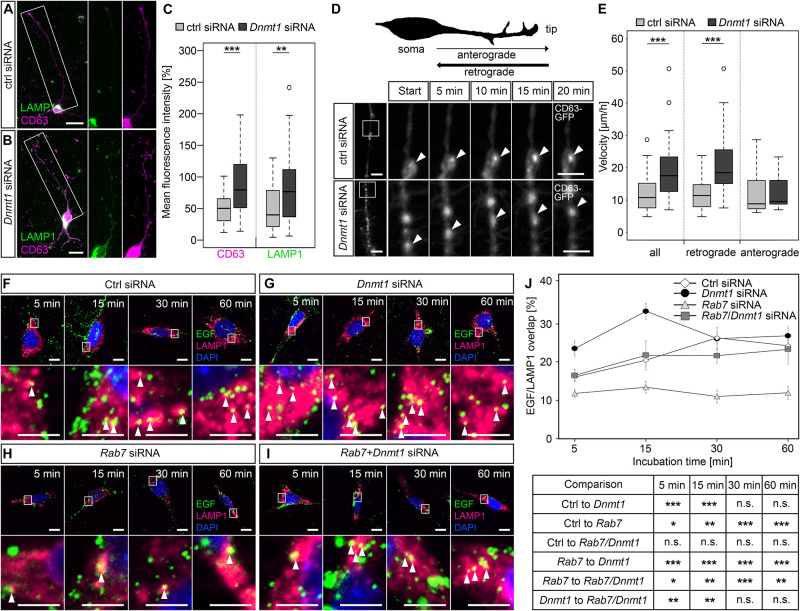
DNMT1 regulates retrograde transport of endosomes and endocytic-based degradation. **(A,B)** CD63 (magenta) and LAMP1 (green) antibody staining in MGE cells (E15 + 7 div) 24 h after control and *Dnmt1* siRNA treatment. The white rectangles in **(A,B)** illustrate the locations of the magnified parts of the processes. Quantification of fluorescence intensities is shown in **(C)**. **(D,E)** Cerebellar granule (CB) cells were co-transfected either with control or *Dnmt1* siRNA and a CD63-GFP expression plasmid, and the movement of CD63-GFP positive structures was imaged for 20 min. The location of the highly magnified sections along the neurite-like processes are illustrated by white squares in the low magnifications. **(D)** Schematic illustration of the morphology of a cultured cerebellar granule (CB) cell. The quantification is depicted in **(E)**. **(F–J)** The EGF-degradation assay with CB cells either transfected with **(F)** control siRNA, **(G)** *Dnmt1* siRNA, **(H)** *Rab7* siRNA, or **(I)** *Dnmt1* and *Rab7* siRNA. The co-localization of Alexa488-labeled EGF (green) and LAMP1 positive lysosomal structures (red) was quantified after 5, 15, 30, and 60 min, as quantified in **(J)**. CB cells, cerebellar granule cells; N2a cells, neuroblastoma cells. *Student’s t-test* in **(C,E,J)** with *P < 0.05, **P < 0.01, and ***P < 0.001. Scale bars: 20 μm in **(A,B)**; 10 μm in **(D, F–I)**; 5 μm in magnified sections in **(D,F–I)**.

Endosomal-based degradation involves ubiquitination, retrograde transport to the cell soma, and fusion with lysosomes (McMahon and Boucrot, 2011; Haglund and Dikic, 2012). To quantify whether retrograde shuttling of endosomal compartments is influenced by DNMT1, we transfected CB cells with a CD63-GFP construct and analyzed transport velocity in the neurite-like processes upon *Dnmt1* knockdown and control siRNA transfections. While anterograde transportation was not changed in speed, we determined significantly faster velocities for retrograde transport of CD63-GFP particles after *Dnmt1* depletion (Figures 5D,E; Supplementary Movies 1, 2).

As the binding of EGF to epidermal growth factor receptors (EGFR) induces their internalization and degradation via the endo-lysosomal pathway (Haglund and Dikic, 2012), we next applied Alexa488-coupled EGF to CB cells and monitored the co-localization of EGF with LAMP1-positive lysosomal compartments at different time points. Indeed, siRNA-mediated *Dnmt1* depletion caused increased co-localization of EGF with LAMP1-positive lysosomes, both 5 and 15 min after EGF application (Figures 5F,G,J), indicating transport to lysosomal compartments. With longer incubation times, no differences to control siRNA-treated cells were observed (Figures 5F,G,J).

Lysosomal trafficking of the EGF-EGFR complex depends on RAB7, which mediates the fusion of late endosomes with lysosomes (Bucci et al., 2000). Consistently, we revealed a reduced EGF/LAMP1 co-localization after *Rab7* siRNA transfection of CB cells at all-time points tested (Figures 5H,J). *Rab7* expression was significantly up-regulated in *Dnmt1*-deficient PV-positive cortical interneurons (Figure 4G), and shown to be regulated by DNMT1-dependent DNA methylation (Pensold et al., 2020). Thus, we additionally analyzed the EGF/LAMP1 co-localization in *Dnmt1* siRNA-treated CB cells that were co-transfected with *Rab7* siRNA (knockdown efficiency of *Rab7* siRNA is depicted in Supplementary Figure S4a) to counteract the gain in *Rab7* expression in *Dnmt1*-siRNA transfected cells. This reversed the *Dnmt1* siRNA-triggered increase in EGF/LAMP1 co-localization (Figures 5I,J), suggesting that DNMT1 restricts endocytic-based degradation partly through repression of *Rab7* expression.

Ubiquitination is a common denominator in the targeting of substrates to the main protein degradation pathways (Clague and Urbé, 2010), including lysosomal degradation (reviewed in Clague and Urbé, 2006). Interestingly, we determined elevated proportions of ubiquitin-positive cortical interneurons evident in *Dnmt1*-deficient mice (50 ± 0.8%) compared to wild-type controls (39.5 ± 2%; ^∗∗^*P* < 0.01, *Student*’s *t*-test; *n* = 3 mice per genotype; Supplementary Figures S4e,f). Together, our data indicate that DNMT1 acts repressive on intracellular degradative pathways, which could affect long-term neuronal survival.

## Discussion

We here provided evidence that DNMT1 is implicated in the compromised long-term survival of inhibitory PV interneurons in the murine cerebral cortex. Aging is characterized by reduced PV interneuron numbers accompanied by declined somatomotor performance and prominent transcriptional remodeling. All effects were attenuated by *Dnmt1* deletion in PV interneurons. While DNMT1 promotes neuronal survival in the developing nervous system, it seems to compromise the long-term survival of PV-interneurons in the aged cortex. However, global transcriptome analyses did not point to a DNMT1-dependent transcriptional regulation of survival or cell death related genes causing the age-related interneuron loss. As repressive DNMT1-dependent DNA methylation restricts synaptic transmission as well as degradative pathways in adult PV interneurons, we hypothesize that impaired long-term survival is an indirect consequence of DNMT1-mediated modulation of synaptic activity and degradation over life-time.

Besides reduced excitability and plasticity (Clark and Taylor, 2011) and declined inhibitory function (Shetty and Turner, 1998; Stanley and Shetty, 2004; Cheng and Lin, 2013), a selective vulnerability of particular neuronal subtypes, like inhibitory interneurons, and GABAergic synapses (Rozycka and Liguz-Lecznar, 2017) was reported in the context of brain aging. Indeed, given the crucial role GABAergic inhibitory interneurons have in cortical information processing, age-dependent defects in inhibitory circuits provide an attractive hypothesis for cognitive decline and age-associated disorders (Rozycka and Liguz-Lecznar, 2017).

Our finding of reduced PV interneuron numbers in old cortices confirms previous studies, that reported a decline in SOM-, CB-, VIP-, and NPY-positive interneurons across species and brain regions (reviewed in Zimmer-Bensch, 2019a). Surprisingly, DNMT1 is implicated in the age-related PV interneuron loss.

Physiological aging involves a decline in synaptic density and functionality (Tanaka et al., 1996; Burke and Barnes, 2006; Polydoro et al., 2009; Berchtold et al., 2013), which includes inhibitory cortical synapses in the cerebral cortex (Rozycka and Liguz-Lecznar, 2017; Calì et al., 2018). Accordingly, aged control mice revealed synapse-related gene downregulation in PV interneurons (Supplementary Table S1), which correlated with altered DNA methylation (Supplementary Table S3). Similarly, others reported major changes in neurotransmission-related gene expression and repression of GABA-related transcripts in the human prefrontal cortex (Loerch et al., 2008) and across different species (reviewed in Rozycka and Liguz-Lecznar, 2017; Zimmer-Bensch, 2019a).

Some age-regulated synapse-related genes appear to be subject to DNMT1-dependent DNA methylation (Supplementary Table S4). Thus, we propose an age- and DNMT1-dependent shutdown of synapse-associated gene expression, which impairs synaptic function. As activity-dependent signaling is described to boost neuronal health through diverse mechanisms, decreased synaptic functionality could affect neuronal survival. Besides transcriptional control of pro- and anti-apoptotic genes, availability of neurotrophic factors and elevation of antioxidant defenses are modulated by neuronal activity (reviewed in Bell and Hardingham, 2011).

We have recently shown that DNMT1 acts on synaptic function of cortical PV interneurons in young mice, modulating GABAergic transmission (Pensold et al., 2020). Alterations in transmitter release affect synaptic strength and both are decreased upon aging (Kumar et al., 2007). Hence, it is conceivable that increased synaptic transmission rates in young *Dnmt1*-deficient interneurons exert protective effects on age-associated synaptic impairments, thereby indirectly promoting survival in aged *Dnmt1*-deficient mice.

Indeed, despite reports of DNMT-dependent developmental regulation of neuronal survival (Hutnick et al., 2009; Rhee et al., 2012; Pensold et al., 2017), direct evidence in the aging brain is still lacking. Comparing gene expression among PV interneuron populations, we found no evidence – in contrast to developing interneurons – that DNMT1 does affect long-term survival in aging brains by transcriptional control of survival- and/or cell death-related genes. Albeit, profiled at high resolution, we did not detect significant expression changes of cell survival or death-associated genes, neither among young and aged controls, nor when comparing *Dnmt1*-deficient and control interneurons. The same is true for genes which were both changed in methylation and transcription upon aging in controls, or between the genotypes, indicating that DNMT1-dependent DNA methylation modulates other processes, which then indirectly affect interneuron survival. Yet, MeDIP sequencing was reported to provide only a limited picture and resolution, e.g., compared to whole genome bisulfide sequencing (Stirzaker et al., 2014). For this our methylation analysis should be interpreted with caution and does not claim to provide an exhaustive picture. What we can state is that our analytical pipeline revealed DNMT1- and age-dependent changes in expression and methylation of proteostasis associated genes, which is supported by functionally validation studies.

Of note, long-term neuronal health ultimately depends on the proteostasis network. Age-related decline in protein homeostasis can cause diverse cellular dysfunctions, contributing to numerous neurodegenerative disorders (Douglas and Dillin, 2010). Endosome-based degradative pathways are crucial for processing and removing defective proteins or protein aggregates by proteolytic degradation in lysosomes (McMahon and Boucrot, 2011). Lysosomes digest both intra- and extracellular material after autophagy or endocytosis, respectively (Stoka et al., 2016). Lysosomal degradation is compromised in aged neurons (reviewed in Loeffler, 2019), and lysosomal dysfunction is associated with aging and numerous neurodegenerative disorders (Jiang et al., 2001), including Parkinson’s and Alzheimer’s disease (Büttner et al., 2013; McBrayer and Nixon, 2013; Wolfe et al., 2013; Menezes et al., 2015).

Lysosome-dependent lifespan regulation relies on their fundamental role in autophagy, which reportedly influences longevity. Mice lacking *Atg7* (autophagy related 7), encoding for the E1-like activating enzyme, that is essential for autophagy (Komatsu et al., 2005), develop neuronal loss and die within 28 weeks (Komatsu et al., 2006). In addition, suppression or loss of autophagy in the central nervous system causes neurodegenerative disease in mice (Hara et al., 2006; Komatsu et al., 2006), illustrating the relevance of the proteostasis network for neuronal survival.

A declining proteostasis network accompanies aging and triggers ineffective protein degradation. Aggregation of defective proteins, in turn, eventually leads to cell death (Douglas and Dillin, 2010). Hence, up-regulation of proteostasis-related genes in control interneurons indicates a compensatory response of aging neurons to counteract the remittent proteostasis network (Douglas and Dillin, 2010). This corroborates a previous report of age-related increases in LAMP-2a and HSPA8/Hsc70 concentrations in the mouse retina (Rodríguez-Muela et al., 2013), suggested to compensate for an age-related decrease in macroautophagy. Age-dependent HSPA8/hsc70 elevation was also seen in hippocampus, cortex, cerebellum, septum, and striatum (Calabrese et al., 2004).

Interestingly, such increase in proteostasis-associated gene expression was not detected upon aging in *Dnmt1*-deficient interneurons. This can be explained by the finding that *Dnmt1* deletion itself acts on proteostasis-associated gene expression in young interneurons. Compared to equal-aged controls, *endocytosis*-, *endosome*-, and *lysosome*-related gene expression was augmented in *Dnmt1*-deficient samples (Pensold et al., 2020, Figure 4G). While we previously verified that endocytosis-mediated elevated vesicle recycling increases GABAergic transmission of *Dnmt1*-deficient interneurons (Pensold et al., 2020), DNMT1-dependent regulation of degradative pathways so far remained unattended. Here, we validate that *Dnmt1* depletion elevates retrograde endosomal transport and lysosomal targeting, pointing to an improved degradative machinery upon *Dnmt1* depletion. Such boosted degradative actions could be neuroprotective or beneficial for neuronal survival in the long run, preventing age-related interneuron loss as seen in *Dnmt1*-deficient mice.

Together, our data suggest that dysregulation of cell death and/or survival related genes by DNMT1-dependent actions appears to play, if at all, a rather minor role as a potential mechanism underlying the age-related interneuron loss. We anticipate that DNMT1-dependent changes in aged interneurons result from cumulative effects of DNMT1 function during life-time, as the enzyme modulates two crucial aspects of neuronal function: synaptic activity and proteostasis. Hence, we propose a scenario, in which *Dnmt1* deficiency-induced enhancement of synaptic and/or proteostasis function in PV interneurons prevents or delays the age-related degeneration of these cells.

## Data Availability Statement

The datasets generated for this study can be found in the GEO database [Series GSE145026].

## Ethics Statement

The animal study was reviewed and approved by Thüringer Landesamt, Bad Langensalza, Germany.

## Author Contributions

AH performed experiments, data analysis, design of data analysis, figure illustration, and assisted in writing the manuscript. DP, JT, and JG designed and performed experiments, data analysis, and figure illustration. CB performed experiments, data analysis, figure illustration, and assisted in writing the manuscript. LG-B performed experiments, data analysis, and figure illustration. JL performed experiments, figure illustration, and manuscript correction. TP provided help with conceptual design and discussion of results. TL data analysis and design of data analysis. GS-R performed experiments. LM-B performed experiments and data analysis. JM and AU designed and performed experiments, data analysis, and manuscript correction. MS conceptual design and assisted in writing the manuscript. GZ-B conceptual design of the study, designed and performed experiments, data analysis, figure illustration, and wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: DNA Methyltransferase 1 (DNMT1) Function Is Implicated in the Age-Related Loss of Cortical Interneurons
**Source:** Front Cell Dev Biol. 2020 Jul 22;8:639. doi: 10.3389/fcell.2020.00639
**Supplement:** Supplementary file 1

Supplementary Material

# Supplementary Data

Supplementary Material should be uploaded separately on submission. Please include any supplementary data, figures and/or tables. All supplementary files are deposited to FigShare for permanent storage and receive a DOI.

Supplementary material is not typeset so please ensure that all information is clearly presented, the appropriate caption is included in the file and not in the manuscript, and that the style conforms to the rest of the article. To avoid discrepancies between the published article and the supplementary material, please do not add the title, author list, affiliations or correspondence in the supplementary files.

**Supplementary Methods**

**Cell Culture**

Neuro-2a cells (N2a) were cultured in high-glucose Dulbecco’s Modified Eagle’s Medium (DMEM) supplemented with 100 U/mL penicillin, 100 µg/mL streptomycin and 10% FBS at 37 °C, 95% relative humidity and 5% CO_2_.

**Transfection with siRNA Oligos**

For siRNA transfections of N2a cells, reverse lipofection with Lipofectamin© 2000 (Thermo Fisher Scientific, USA) according to the manufacturer’s protocol and as described in Zimmer et al. (2011) was applied using 15 nM control siRNA (BLOCK-iT Alexa Fluor red or green fluorescent oligo, Invitrogen, USA) and 30 nM *Dnmt1* and *Rab7* siRNA (Santa Cruz Biotechnology, USA) for 5 h in Opti-MEM I Reduced Serum Medium without antibiotics (Thermo Fisher Scientific). One day prior to transfection, N2a cells were plated on coverslips coated with 19 μg/mL laminin (Sigma-Aldrich, Germany) and 5 μg/mL poly-L-lysine (Sigma-Aldrich).

**Quantitative Reverse Transcription PCR**

RNA was isolated with Trizol®Reagent (Life Technologies, USA) according to manufacturer’s guidelines and was used for cDNA synthesis using the SuperScript III. Quantitative PCR reactions for analyzing *Dnmt1*, *Rab7* and *Rps29* quantities were performed using 10 ng cDNA of each sample and the innuMix qPCR DSGreen Standard Mastermix (Jena Analytik, Germany) on the qTOWER3 G thermocycler (Jena Analytik, Germany).

The following primer sequences (indicated as 5’ → 3’) were used: *Dnmt1* forw. GGT GAG CAT CGA TGA GGA GA, rev. GCT GTG ACC CTG GCT AGA TA; *Rab7* forw. TAG GAG CGG ACT TTC TGA CC, rev. CAC CTC TGT AGA AGG CCA CA *Rps29* forw. GAA GTT CGG CCA GGG TTC C, rev. GAA GCC TAT GTC CTT CGC GT; data were normalized to *Rps29*. Results were analyzed via the ΔΔCt-method.

**Muscle preparation**

Mice were deeply anesthetized by intraperitoneal injection of 50% chloral hydrate in phosphate buffered saline (PBS; pH 7.4; 2.5 µg chloral hydrate per g body weight).

For hematoxylin and eosin (HE) as well as laminin staining, freshly prepared extensor digitorum longus (EDL) muscle and soleus muscle from the hind limbs were immediately frozen in embedding media (Tissue-Tek® OCT compound with 10% sucrose) in liquid nitrogen and stored at -80°C. Cryosections of frozen muscles 12 µm in thickness were cross-sectionally cut using a cryostat (Microm, Thermo Fisher Scientific, U.S.A.).

**HE-Staining, immunohistochemistry, immunocytochemistry and *in situ* hybridization**

For HE-staining, muscle sections were fixed in cold acetone and then stained automatically using a tissue stainer (Autostainer XL, Leica Microsystems, Germany) prior to automatic mounting in CV Mount (Leica Microsystems).

For Laminin staining, muscle sections were fixed in 2% PFA, permeabilized with 0.1%TritonX and 0.1 M glycine in PBS (pH 7.4) and blocked for 1 h with 5% horse serum in PBS (pH 7.4). Primary antibody was applied overnight at 4°C and the secondary antibody was applied for 45 min at room temperature prior to DAPI nuclear staining (1:5000 in 1xPBS; pH 7.4, Sigma-Aldrich, Germany) for 5 min. Stained muscle sections were mounted in Permafluor (Thermo Fisher Scientific).

For staining of neuromuscular junctions, freshly prepared EDL muscles were fixed in 2% PFA for 15 min and washed with PBS (pH7.4). Fiber bundles consisting of 4-5 myofibers were prepared and used for further analyses. After permeabilization in 0.1%TritonX in PBS (pH 7.4) for 10 min at room temperature, samples were blocked with 5% horse serum in PBS (pH 7.4) for 1 h followed by an incubation with bungarotoxin-Alexa 488 (1:500, Invitrogen) and primary antibodies over night at 4°C. After washing with PBS (pH7.4), single myofiber bundles were incubated with the corresponding secondary antibodies for 1 h at room temperature prior to DAPI staining (10 µg/ml, Invitrogen) for 5 min. Stained muscle fibers were washed with PBS (pH7.4) and mounted in Permafluor (Thermo Fisher Scientific).

Brain sections were labeled with antibodies according to immunohistochemistry methods in the main manuscript.

N2a cells were permeabilized with 0.2% Triton X-100 in PBS (pH7.4) for 10 min prior to blocking with 5% normal goat serum in PBS (pH7.4) for 1 h. Primary antibodies were applied overnight at 4°C, secondary antibody for 1 h at RT. After nuclei staining with DAPI (Molecular Probes) for 5 min, coverslips were embedded in Mowiol (Carl Roth). If not annotated differently, all steps were performed at room temperature.

Following primary antibodies were used: rabbit anti-Laminin, (1:1000, Abcam), mouse anti-Neurofilament (undiluted, 2H3, DSHB), mouse anti-synaptic vesicle protein 2 (undiluted, SV2, DSHB), mouse anti-NeuN (1:500, Millipore), rabbit anti-Ubiquitin (1:600, Dako).

Following secondary antibodies were applied: goat Cy5 anti-mouse (1:1000, Thermo Fisher Scientific), goat Cy5 anti-rabbit (1:1000, Thermo Fisher Scientific), goat Alexa647 anti-rabbit (1:1000, Invitrogen), goat IgG-Alexa647 anti-mouse (1:1000, Invitrogen) and donkey Alexa 488 anti-rabbit (1:500, Jackson Immunoresearch).

For *in situ* hybridizations, adult brains were cryo-sectioned coronally at -20°C (20 µm). *In situ* hybridizations were performed as described by Zimmer et al. (2011) using digoxigenin-labeled riboprobes. The following primers were used to generate the riboprobe: forward GAGAGCTCTGTCGATGACAGACGTGCTC and reverse GAGGTACCTTCTTCAACCCCAATCTTGC for *Pvalb* (NM_013645.3); forward GAGAGCTCCACAGCTCTGTGGGAAGACA and reverse GAGGTACCAGCTTGATGTCTGCCTCGTT for *Dnmt1* (ENSMUST00000004202). The riboprobe was obtained by *in vitro* transcription using DIG-11-UTP (Roche, Germany) from cDNA fragments cloned in pBluescript II SK (Stratagene, USA).

**Microscopy and image analysis**

Images of stained muscle and brain tissue were taken with an inverted transmitted light microscope Axio Cellobserver Z1 equipped with MosaiX module for tile scanning and Apotome for confocal like imaging (Carl Zeiss Microscopy, Germany).

Based on images taken from the Laminin-stained muscles the diameters of 50 fibers were measured and mean fiber diameters were compared.

# Supplementary Figures and Tables

**Supplementary Figure 1:**

**Analysis of the density of NeuN-positive neurons in young and aged neocortices**

(**a**-**c**) Immunohistochemistry against the pan-neuronal marker NeuN in motor (**a**), somatosensory (**b**) and visual cortical areas (**c**) of 2 months and 16 months old mice, quantified in **d**. Scale bars: 50 µm.

**Supplementary Figure 2**

***Dnmt1* deficiency causes no obvious alterations in the cerebellum, in skeletal muscle tissue or in the muscle innervation**

(**a**, **b**) *In situ* hybridization of sagittal sections of the cerebellum from C57BL/6 mice (3 months) using riboprobes directed against *Dnmt1* (**a**) and *Pvalb* (**b**) transcripts revealed expression of both transcripts in the Purkinje cell layer of the cerebellum. (**c**) Schematic illustration of the location of microphotographs shown in (**d**, **e**) in the cerebellum of sagittal brain sections. (**d**, **e**) The analysis of Purkinje cells labeled by tdTomato in *Pvalb*-*Cre*/*tdTomato*/*Dnmt1* wild-type (WT) and knockout (KO) mice counted in the cerebellum of sagittal brain sections of young (6 months; n = 3 mice per genotype) and aged (16 months, n = 3 mice per genotype) mice showed no differences in cell number (**e**) (**f**, **g**) Representative images of muscle cross-sections of the extensor digitorum longus (EDL) muscle (**f**) and the soleus muscle (**g**) of 6 and 16 months old *Pvalb*-*Cre*/*tdTomato*/*Dnmt1* wild-type (WT) and knockout (KO) mice. Laminin (red) / DAPI (blue) staining showed no difference in mean fiber diameter quantified in (**h**) between WT and KO (6 months: n = 3 mice per genotype, 16 months: n = 4 mice for WT, 3 mice for KO). (**i**, **j**) Representative images of hematoxylin and eosin-stained muscle cross-sections of the EDL muscle (**i**) and the soleus muscle (**h**) of 6 and 16 months old *Dnmt1* WT and KO mice revealed no obvious muscle damage (6 months: n = 3 mice per genotype, 16 months: n = 4 mice for WT, 3 mice for KO). (**k**) Representative images of neuromuscular junctions from EDL muscle of 6 and 16 months old *Dnmt1* WT and KO mice stained for nicotinic acetylcholine receptors (with bungarotoxin), neurofilaments (NF) and synaptic vesicle protein 2 (SV2) show the proper innervation of the neuromuscular junctions of WT and KO mice. (6 months: n = 3 mice per genotype, 16 months: n = 4 mice for WT, 3 mice for KO). Scale bars: 250 µm in (**a**, **b**); 50 µm in (**d**), 100 µm in (**f**, **g**, **i**, **j**); 10 µm in (**k**)

**Supplementary Figure 3**

**Transcriptome and methylation analysis of FACS-enriched adult and aged *Dnmt1*-deficient and wild-type *Pvalb*-expressing cortical interneurons.**

(**a**) FACS-events determined per cortical hemisphere for young and old *Pvalb*-Cre/*tdTomato* wild-type mice. (**b-d**) Gene expression analysis of young (6 months) and old (18 months) FACS-enriched *Pvalb*-Cre/*tdTomato* wild-type (WT) and *Pvalb*-Cre/*tdTomato/Dnmt1 loxP^2^* (knockout, KO) cortical interneurons was performed by RNA-sequencing (pooled samples from N = 6 WT and KO mice at 6 months; and N = 9 WT and N = 12 KO mice at 18 months were analyzed in technical duplicates). (**b**-**d**) Principal component analysis (PCA) illustrates the segregation of the different samples in the dendrogram (**b**) and the PCA plot (**d**), whereby the first PC is determined by more than 80% of the variance (**c**).

**Supplementary Figure 4**

**DNMT1 affects endocytic-based degradation**

(**A**) Verification of *Dnmt1* and *Rab7* siRNA efficiency in N2a cells measuring the expression levels by quantitative RT-PCR after 24 h of siRNA or control siRNA treatment (normalized to *Rps29*). (**b**-**d**) CD63 (magenta) and LAMP1 (green) antibody staining in CB cells (**b**) and N2a cells (**c**) after control and *Dnmt1* siRNA treatment for 1 div. The white rectangles illustrate the locations of the magnified parts of the processes. Quantification of fluorescence intensities is shown in (**d**) for all cell types. (**e**, **f**) Ubiquitin immunostaining in the motor cortex of sagittal brain sections of 6 months old *Pvalb*-*Cre*/*tdTomato*/*Dnmt1* wild-type (WT) and knockout mice (KO; tdTomato in red, Ubiquitin in green). dtTom = tdTomato, Ub = Ubiquitin. Scale bars: 20 µm in (**b, e, f**); 10 µm in (**c**).

**Legend for supplementary tables and movies:**

**Supplementary Movies 1a, b and 2a, b:**

**DNMT1 influences endosomal transportation in cerebellar granule (CB) cells.**

Live cell imaging of CB cells with a CD63-GFP overexpression revealed a significantly faster rate of retrograde transport in the *Dnmt1* knockdown cells (Movie 2a, b) compared to control cells (Movie 1a, b). CB cells were imaged every 5 min for 20 mins, video is produced with 3 frames per second. Scale bar: 10 µm.

## Supplementary Tables:

**Supplementary Table S1 (Table S1_DEG aging in WT):**

**Differential gene expression analysis between young and old *Pvalb*-*Cre/tdTomato* wild-type interneurons**.

RNA sequencing of 6 months old and 18 months old *Pvalb-Cre*/*tdTomato* wild-type interneurons of the cerebral cortex was performed. Differentially expressed genes (DEG) are listed in sheet 1-1. Gene ontology (GO) analysis was performed with DAVID. Sheet 1-2 provides an overview of GO-terms found for upregulated genes in aged wild-type interneurons, while sheet 1-3 collects the GO-terms for down-regulated genes in aged wild-type interneurons.

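In Supplementary Table S1, each gene carries the mean normalized count over all samples (baseMean), the log2 fold change with its standard error (lfcSE), and the P-value of DESeq2's Wald test with its adjusted value (padj). Only part of the first sheet was analysed here, without genes of the other direction, which the paper also reports. All 1999 genes of that part have positive values. Of the 916 genes listed in the terms for down-regulated genes, 866 are among them, and of the 314 genes listed in the terms for up-regulated genes, 0 are among them, so that a positive fold change stands for a lower level in the older mice.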

**Supplementary Table S2 (Table S1_DEG aging in KO):**

**Differential gene expression analysis between young and old *Pvalb*-*Cre/tdTomato/Dnmt1 loxP^2^* interneurons**.

RNA sequencing of 6 months old and 18 months old *Pvalb-Cre*/*tdTomato*/*Dnmt1 loxP^2^* interneurons of the cerebral cortex was performed. Differentially expressed genes (DEG; Benjamini adjusted p<0.05; ⎜log2fc ⎜>1) are listed in sheet 2-1. Gene ontology (GO) analysis was performed with DAVID. Sheet 2-2 provides an overview of GO-terms found for down-regulated genes in aged *Dnmt1*- deficient interneurons. As only very few genes were found up-regulated upon aging in

*Pvalb-Cre*/*tdTomato*/*Dnmt1 loxP^2^* interneurons, GO-analysis was not applicable.

**Supplementary Table S3 (Table S3 DEG DMG OL yng WT old WT_DEG with GO):**

**Analysis of genes, which were changed in gene expression and DNA methylation levels** between tdTomato-positive interneurons of the cerebral cortex of 6 months old and 18 months old *Pvalb-Cre/tdTomato* wild-type mice as revealed by RNA sequencing and MeDIP sequencing. Sheet 3-1 provides an overview of genes, which were significantly changed in expression **(**Benjamini adjusted p < 0.05) and DNA methylation level (adjusted p < 0.05) between young and aged wild-type interneurons. 

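Each entry of sheet 3-1 joins the expression change of a gene with a differentially methylated region assigned to it. The first block of columns holds DESeq2's mean normalized count, log2 fold change, standard error and P-values. The second block gives the gene structure in which the region lies, its chromosome, start and end, the log fold change of the methylated DNA that was pulled down, its mean level as log CPM and the P-value with its adjusted value. Because methylated DNA was enriched with an antibody, the second fold change is a ratio of read numbers over a region and not a percentage of methylated cytosines.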

Gene ontology (GO) analysis performed with DAVID is collected in sheet 3_2. Sheet 3_3 depicts the unmapped genes.

**Supplementary Table S4 (Table S4 DEG DMG OL old WT old KO_DEG with GO):**

**Analysis of genes, which were changed in gene expression and DNA methylation levels** between tdTomato-positive interneurons of the cerebral cortex of aged (18 months) *Pvalb-Cre/tdTomato* wild-type and *Pvalb-Cre/tdTomato/Dnmt1 loxP^2^* knockout mice as revealed by RNA sequencing and MeDIP sequencing. Sheet 4-1 provides an overview of genes, which were significantly changed in expression **(**Benjamini adjusted p<0.05) and DNA methylation level (adjusted p<0.05) between aged wild-type and *Dnmt1*-knockout interneurons. Gene ontology (GO) analysis performed with DAVID is collected in sheet 4_2. Sheet 4_3 depicts the unmapped genes.

**Supplementery Refernces**

Zimmer, G., Rudolph, J., Landmann, J., Gerstmann, K., Steinecke, A., Gampe, C., & Bolz, J. (2011). Bidirectional EphrinB3/EphA4 signaling mediates the segregation of medial ganglionic eminence-and preoptic area-derived interneurons in the deep and superficial migratory stream. *Journal of Neuroscience*, *31*(50), 18364–18380. https://doi.org/10.1523/JNEUROSCI.4690-11.2011

**
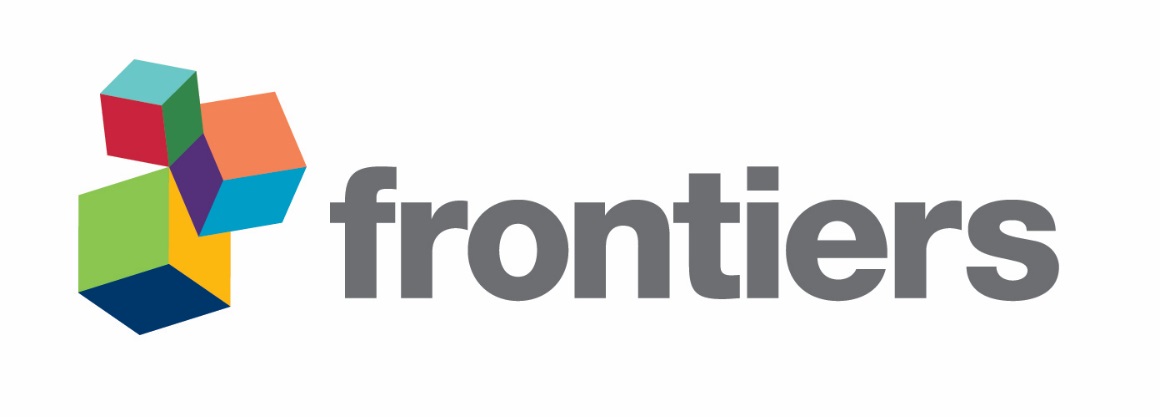
**

How the deposited data were processed for this re-analysis (not part of the article)

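RNA sequencing of whole cortical hemispheres compared C57BL/6 mice of 6 months (3 samples) and 16 months (3 samples). The other experiments of the paper (sorted interneurons, methylated DNA, tissue sections, cell culture and behavior) were not analysed here, apart from incomplete gene lists taken from Supplementary Table S1.

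The authors trimmed the reads with fastq-mcf, aligned them to the UCSC mouse genome mm10 with STAR in 2-pass mode, and counted reads per gene with HTSeq on the Ensembl gene annotation. The deposited values are these raw counts, 1 whole number per gene and sample, without normalization, followed by HTSeq's summary of reads that were not assigned, which was used only to describe the samples. The paper's text does not name the Ensembl release or the strand setting. The authors tested the counts with DESeq2. The protocol text among the sample labels gives the younger age as 3 months, and the samples were grouped by the 6 months of the paper and of the other labels.

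Of the 38355 genes listed, 36602 were matched by identifier to the GENCODE annotation of GRCm38, which gave names, positions, GC content and transcript length, and 1753 were not matched. Counts were analysed with edgeR 4.0.16 in R 4.3.3: TMM normalization, the filterByExpr filter on the ages (17120 genes kept), estimation of dispersions, and the quasi-likelihood test with Benjamini-Hochberg adjustment at 0.05, without covariates. The installed version runs the older form of the quasi-likelihood fit by default. Levels per sample are given as counts per 1000000 (CPM) after TMM normalization, and log2 values use a prior count of 2. Principal components were computed from DESeq2 1.42.0 rlog values of the 500 genes with the highest variance, without scaling. Lists of marker genes of cell types, brain regions and responses, written down before the data were examined, were tested with camera of limma 3.58.1 on voom values, with the correlation between genes estimated from the data and Benjamini-Hochberg adjustment over the 19 lists. Single values were compared with exact permutation tests, two-sided, which cannot give a p under 0.1 with 3 samples against 3. Near-identical copies of named genes were searched with blastn 2.17.0 in the transcripts of the annotation, requiring 97% identity over 100 bases. Figures were drawn with matplotlib 3.10.9.

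Total counts on genes were between 29797253 and 46519280 per sample, and the 10 most abundant genes took between 3.71% and 4.06% of them. A gene at or under 3 counts in every sample of an age was treated as being at the floor, and a fold change against it is given as a lower bound. Floors cover counting error only, since reads without molecular identifiers are not independent molecules.

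The pairing of samples comes from the replicate numbers in the labels, which both ages share. Same-numbered samples are different mice, and their deviations from the mean of their age correlated with r = 0.110 across genes, so results are given with and without the replicate number as a block.

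The genes named in the text are every gene that the paper names for this experiment, which are Pvalb and the other genes of Figure 1C; the 10 genes with the largest absolute log2 fold change among the called genes whose samples of the 2 ages lie apart; and members of the lists for PV interneurons, GABAergic cells and excitatory neurons. Members of other lists are named only where the result of the list is given. This rule, the main tests and the first set of alternatives were written down before the data were examined.

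The alternatives were DESeq2's size factors or upper quartile normalization in edgeR, no filter on low counts or at least 10 counts in every sample, the robust quasi-likelihood fit, DESeq2's Wald test with default settings, with a prior on fold changes or without independent filtering, the replicate block, and each sample left out in turn. For the gene lists, camera with a correlation of 0.01 and the rotation test fry were tried, and for the principal components and the spread other transformations, filters and prior counts. Offsets for GC content and gene length (medians over 20 bins of genes in each sample, for the 98.7% of tested genes with a value), the same offsets with the replicate block, counts thinned to the smallest total, and the newer form of the quasi-likelihood fit were added after seeing the data.

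The tests were checked on simulated counts for 17120 genes, drawn from the means and library sizes of the real samples, with 200 changed genes. The quasi-likelihood test recovered 76.5% of the changed genes and 86.0% of those changed by 1 on the log2 scale, and 8.38% of its calls were false. With no changed gene it called 0 genes. In simulated samples whose levels were tilted along a random property of the genes, it recovered 0% without offsets. With offsets built from that same property it recovered 75.0%, which does not test offsets for GC content.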

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

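The tests of chance splits for the marker lists, of GC content and depth, of markers moving together within an age, of the circadian clock list, of microglia, of C4b and of exchanged ages were chosen only after the results were seen. The tests of thalamic, dentate gyrus and choroid plexus tissue, of an embryonic library and of female tissue were written down before.

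The paper did not examine groups of marker genes in the whole cortex samples. Of the 18 lists other than that of PV interneurons, 5 passed an adjusted P of 0.05 (camera, Benjamini-Hochberg adjustment over all 19 lists), each with all 3 samples of 16 months on one side of all 3 samples of 6 months. The same 5 remained past it with offsets for GC content and gene length (5 lists) and with counts thinned to the smallest total (5 lists). In the fit with the replicate number as a block none of the 18 lists passed, with adjusted P between 0.104 and 0.138 for these 5 (camera, Benjamini-Hochberg adjustment); 5 lists had an unadjusted P under 0.05, and their medians kept their direction. Among the 4 splits of the 6 samples that part every same-numbered pair, 1, the real one, gave as many lists past the threshold. The other 3 gave 0 lists, also at an unadjusted P under 0.05. The 6 splits that part 1 pair gave 0 lists as well, with at most 1 at an unadjusted P under 0.05. A share under 0.05 is not possible with 4 splits, so this count cannot exclude a chance split for any of the 5 patterns, whatever the other splits give.

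Complement and interferon genes were lower at 16 months, with a median log2 fold change of −0.42 (adjusted P = 0.00896, camera with Benjamini-Hochberg adjustment), and all 15 genes had a negative value. The list was drawn up with C4b already known from Figure 1C, but without C4b and C4a the adjusted P was 0.0115 (camera, Benjamini-Hochberg adjustment). Fewer microglia in the tissue would lower microglial markers by a similar amount. Microglial markers were lower in 3 of 3 samples of 16 months, with a median of −0.11 and an adjusted P of 0.0767, and past the threshold with camera at a correlation of 0.01 (adjusted P = 0.00247) and with fry (0.00643; all with Benjamini-Hochberg adjustment, range over the alternatives 0.00247 to 0.361). Without Lyz2 the median was −0.091 (adjusted P = 0.143, camera with Benjamini-Hochberg adjustment), also lower in 3 of 3 samples. Fewer microglia may therefore account for part of the difference, but the markers fell less than the complement and interferon genes. An exchange of the ages between the deposited counts and the paper is ruled out by Figure 1C, since 16 of its 16 matched genes moved in the figure's direction; an exchange before the authors' own analysis was not tested. A lower inflammatory state of the 16 months samples, from age or from housing and health, is a hypothesis, and with 1 of 4 splits, the smallest share possible, it cannot be told apart from a chance split.

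Thalamic markers were higher at 16 months, with a median log2 fold change of 0.31 (adjusted P = 0.00896), and dentate gyrus markers were higher by 0.20 (adjusted P = 0.0172, both from camera with Benjamini-Hochberg adjustment). With the replicate block the adjusted P was 0.104 and 0.120 (same test and Benjamini-Hochberg adjustment), above the threshold. With a sample left out, the dentate gyrus list fell short once, without replicate 2 of 16 months (adjusted P = 0.0692, same test and Benjamini-Hochberg adjustment), and the thalamic list passed each time. The thalamic list had 17 of 19 genes higher and the dentate gyrus list 13 of 16. Figure 1C contains Prkcd and Shox2 from the first list and Dsp and Lct from the second. Without these genes the adjusted P was 0.0160 for thalamus and 0.0360 for dentate gyrus (camera, Benjamini-Hochberg adjustment), as more tissue of the thalamus and dentate gyrus in the dissected hemispheres at 16 months would give. Markers of the hippocampal CA fields did not pass the threshold (median 0.11, adjusted P = 0.143, same test and Benjamini-Hochberg adjustment). A dissection that varied from brain to brain would make the markers rise and fall together between samples that are separate brains, and their correlation within an age was −0.025 for thalamus and −0.054 for dentate gyrus. If the samples of an age were libraries of 1 pool of RNA, such variation would be averaged out, so the pattern cannot be told apart from a variable dissection, from dissection that differed between the groups or from aging. Choroid plexus markers without Ttr had an adjusted P of 0.635 (camera, Benjamini-Hochberg adjustment) and were above all samples of 6 months in 2 of 3 samples of 16 months. The whole list passed the threshold with fry (adjusted P = 0.0459 after Benjamini-Hochberg adjustment, range over the alternatives 0.0459 to 0.603), so the higher Ttr cannot be told apart from more choroid plexus.

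Glucocorticoid response genes were higher at 16 months, with a median log2 fold change of 0.29 (adjusted P = 0.00896, camera with Benjamini-Hochberg adjustment) and all 12 genes positive. Plin4 of Figure 1C belongs to this list, and without it the median was 0.27. A different time of day at tissue collection would also move the circadian clock genes, whose adjusted P was 0.483 (camera, Benjamini-Hochberg adjustment). That test registers a shift of the list in one direction, and clock genes of opposite phase would cancel in it, so the pattern cannot be told apart from a difference in time of day. Stress before or during tissue collection and a change with age were not separated by any test either, and the pattern may come from any of the 3.

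Erythrocyte genes were higher at 16 months, with a median log2 fold change of 0.63 (adjusted P = 0.0294, camera with Benjamini-Hochberg adjustment), and all 6 genes had a positive value. With a sample left out the adjusted P lay between 0.0475 and 0.0876 (same test and Benjamini-Hochberg adjustment) and was under 0.05 only without replicate 2 of 6 months, while the median stayed between 0.58 and 0.71. With the replicate block the adjusted P was 0.138 (same test and Benjamini-Hochberg adjustment). Blood left in varying amounts would make them move together between samples that are separate brains, and their correlation within an age was −0.063. With libraries of 1 pool per age it would not, so the pattern cannot be told apart from blood left in the tissue, in amounts that varied from brain to brain or between the ages.

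Hbb-y and Xist were at least 3-fold higher in replicate 1 of both ages than in each of the other 4 samples. Among the 15 pairs of samples this was the only one with such genes, and it had 2. Both were picked out after their values were seen. Xist had 144 and 82 counts in the samples numbered 1 and between 5 and 18 in the others, and Hbb-y had 32 and 26 against 0 to 2. Both are at a low level in adult male cortex, and the Y-linked genes show that all samples are mostly or wholly male. Reads from an embryonic library would raise other embryonic genes in the same samples, and 3 of 22 such genes were highest there (one-sided permutation test, p = 0.178, 10000 random draws of genes of similar count). A small share of female tissue would lower Y-linked genes, whose level in replicate 1 was 0.896 of the mean of replicates 2 and 3 at 6 months and 0.801 at 16 months. The Y-linked level was thus lowest in replicate 1 at each age, the direction that female tissue predicts. At 6 months it was 266 CPM against 297 and 297 in replicates 2 and 3. At 16 months it was 208 CPM against 278 and 241, so that replicates 2 and 3 also differed from each other. The Y-linked genes did not fall alike. At 16 months Ddx3y had 82.5 CPM in replicate 1 against 115 and 95.3 in replicates 2 and 3. Kdm5d had 41.6 against 45.5 and 43.7, and Uty and Eif2s3y were also lowest in replicate 1. These values carry no offsets for GC content, along which replicates 1 and 2 of 16 months deviated in opposite directions. The Y-linked level therefore cannot separate female tissue from such a trend. Female tissue or a carry-over between libraries numbered 1 cannot be told apart from these values. No biological explanation was tested, since the design gives none for replicate numbers.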

How the results depend on the processing

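Alternatives set before the data were examined are given first. The planned comparison with the older form of edgeR's quasi-likelihood fit was not run, because the installed version uses that form by default. The newer form, added after seeing the data, called 286 genes, of which 284 were among the 286.

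All 286 called genes kept their direction under each alternative in which they were tested, and Pvalb stayed past the threshold in every alternative, with log2 fold changes from −1.24 to −1.04 and adjusted P from 1.63e-49 to 0.000665 (edgeR's quasi-likelihood or DESeq2's Wald test, Benjamini-Hochberg adjustment). The number of called genes stayed within 1.5 times of 286 with DESeq2's size factors, upper quartile normalization, a minimum of 10 counts in every sample, the robust fit and DESeq2 without independent filtering. Without a filter on low counts it was 648 (293 higher, 355 lower), 82 of them with an absolute log2 fold change above 1, and fold changes ranged from −5.50 to 5.68. With at least 10 counts in every sample the range was −2.77 to 1.39, and 24 genes changed by more than 1. DESeq2's Wald test called 471 genes (248 higher) with a lowest value of −2.77. With the prior on fold changes it called 470 (248 higher), 3 of them above 1 in absolute value, between −1.20 and 0.79, and without independent filtering 205 genes were higher and the largest value was 6.03. The widest values belong to genes with few counts, which the filter of 10 counts removes and the prior shrinks.

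Taking the replicate number as a block, 783 genes were called (383 higher, 400 lower), 66 of them with an absolute log2 fold change above 1. The correlation between same-numbered samples that bears on this pairing was 0.110, and 0.052 with offsets for GC content and gene length. These offsets, chosen after seeing the data, gave 2428 called genes (1265 higher, 1163 lower; 93 above 1), and together with the replicate block 3302 (1758 higher, 1544 lower; 103 above 1). The offsets removed the opposite GC trends of 2 samples of 16 months, and the biological coefficient of variation within that age fell from 8.74% to 4.09%. In every one of these fits all 286 genes were again called.

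Leaving out each sample in turn gave from 48 to 2211 called genes across the 6 fits, with 25 to 1099 higher, 23 to 1112 lower and 20 to 91 above 1 in absolute log2 fold change. The largest log2 fold change lay between 3.93 and 6.04 and the lowest between −5.00 and −4.42. The first principal component took from 66.9% to 83.9% of the variance and the second from 11.9% to 26.6%. The ratio of the spreads, 16 over 6 months, lay between 1.29 and 2.47. Between 3 and 5 marker lists passed the threshold.

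The share of the first principal component was 45.3% with log2 CPM in place of rlog values and 56.1% with all tested genes; the cause was not tested. The ratio of the spreads moved from 1.87 to 1.27 with the GC and length offsets and to 2.47 without replicate 1 of 6 months and 1.29 without replicate 1 of 16 months. It stayed within 0.488, the SD of the leave-one-out values, of 1.87 under the other alternatives.

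Of the 18 marker lists, 10 passed the threshold with camera at a correlation of 0.01 and 12 with the rotation test fry. The replicate number as a block left 0 past it, with or without GC and length offsets, and 5 had an unadjusted P under 0.05 in both fits. The block leaves 2 residual degrees of freedom for the correlation between genes that camera estimates. The median of the PV interneuron list, 0.036, turned to −0.0058 with the offsets and −0.0057 with the offsets and the replicate block. The median of the choroid plexus list, −0.016, turned to 0.15 with at least 10 counts in every sample, 0.079 with the replicate block, 0.051 with the offsets, 0.063 with both, 0.014 with thinned counts and 0.025 to 0.19 with a sample left out; none of these passed the threshold, and the cause was not tested.

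The genes analysed here from Supplementary Table S1 as lower in sorted interneurons at 18 months, part of its list, had a median of 0.069 in whole cortex and an adjusted P of 0.391. They passed the threshold in the same direction with camera at a correlation of 0.01 (median 0.069, adjusted P = 1.93e-07), with the offsets (0.044, 0.0175) and with the offsets and the replicate block (0.046, 0.00884; camera with Benjamini-Hochberg adjustment); over the leave-one-out fits the median was 0.034 to 0.098. The median of the genes higher at 18 months, taken from the term sheets alone, lay between −0.024 and 0.013 in the leave-one-out fits.

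Of 303 other comparisons for 24 named genes, 12 lost significance and 291 did not change. The 12 belong to 6 genes with few counts, which DESeq2's independent filtering removed with or without its prior and which were called by its Wald test without that filtering. Of 144 leave-one-out comparisons for the same genes, 11 lost significance. Among single marker lists, 10 of 80 comparisons lost significance, 6 gained it and 5 turned, and with a sample left out 6 of 60 lost it and 6 turned.

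Depth limits the genes with few counts. With counts thinned to the smallest total of 29797253, 239 genes were called, 230 of them among the 286. Zfp990 and Mmp12, which have the widest negative fold changes, have at most 3 counts in every sample of 1 age, where only a lower bound of the fold change can be given.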

Differences from the paper's values

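The paper reports 470 differentially expressed genes, and edgeR's quasi-likelihood test called 286. Of the alternatives set before the data were examined, DESeq2's Wald test with the prior on fold changes gave 470, DESeq2's Wald test with default settings 471, DESeq2 without independent filtering 394 and edgeR without a filter on low counts 648, all within 1.5 times of the paper's number. The other alternatives set before the data were examined did not close the gap, with 289 for DESeq2's size factors, 291 for upper quartile normalization, 270 for at least 10 counts in every sample, 281 for the robust fit, 783 for the replicate block and 48 to 2211 for leaving out each sample in turn.

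The paper gives log2 fold changes as 6 over 16 months, with a range from −0.78 to 1.14. Computed in that direction, the called genes ranged from −4.06 to 4.62. With DESeq2's prior on fold changes the range was −0.79 to 1.20, and none of the other alternatives set before the data were examined brought either end within the replicate SD of the paper's values.

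For Pvalb the paper gives a log2 fold change of 1.04, 6 over 16 months, and the value here was 1.21 (SD between replicates 0.069). It was 1.04 with DESeq2's prior on fold changes, and none of the other alternatives set before the data were examined came within the SD. The paper's adjusted P for Pvalb is 2.73e-50, against 1.49e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DESeq2's Wald test with the prior gave the nearest value, 1.63e-49 after Benjamini-Hochberg adjustment, and none of the alternatives set before the data were examined closed the gap.

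Figure 1C is described as the 20 genes with the highest absolute fold changes among the differentially expressed genes. Of its 16 matched genes, only Shox2 (1 gene) was among the 20 called genes with the largest absolute log2 fold changes. With DESeq2's Wald test 9 of them were among the 20 largest, and with its prior on fold changes 15.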

Other observations

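The tests of PV interneuron, GABAergic and excitatory markers, of neighbouring called genes, and of splits for the called genes were written down before the results were seen. Those of GC content, depth, a shared RNA pool and splits for the sorted interneuron genes were chosen only after.

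The 3 samples of one age were close to one another. After offsets for GC content and gene length, the biological coefficient of variation was 2.35% at 6 months and 4.09% at 16 months. Among genes that neural activity changes within minutes, Fos lay between 33.4 and 35.8 CPM at 6 months and between 33.4 and 34.2 CPM at 16 months, and Npas4 between 21.3 and 23.1 CPM and between 19.8 and 23.7 CPM. Arc lay between 294 and 307 CPM at 6 months and between 315 and 403 CPM at 16 months, and Egr1 between 306 and 308 CPM and between 335 and 386 CPM. The list of immediate early genes had the highest correlation between genes within an age of the 19 lists, 0.437, which goes against 1 pool; with the offsets it was 0.024. With the offsets, the SD within an age was 0.037 for Fos, 0.033 for Arc, 0.033 for Egr1 and 0.049 for Npas4 (log2); these genes were chosen after their values were seen. The spread of the 15 immediate early genes with the offsets was at percentile 10.4 of 10000 random lists of similar expression, that of choroid plexus genes at percentile 6.57, that of glucocorticoid response genes at 82.3 and that of erythrocyte genes at 99.0. The names under which the counts were deposited carry, for all 3 samples of an age, the same string of 3 codes, while the legend of Figure 1 gives 3 brains per age. A candidate explanation is that the 3 samples of an age are libraries of 1 pool of RNA from 3 mice, in which case the tests compare 2 pools and the spread between samples is that of library preparation. Separate brains collected in the same way cannot be excluded by these values, the erythrocyte genes spread more than nearly all random lists, and the low spread of the immediate early genes depends on the offsets. Xist had 144 counts in replicate 1 of 6 months against 5 and 18 in replicates 2 and 3, and 82 against 12 and 10 at 16 months. Libraries of 1 pool would not differ in this way without a carry-over between libraries, and Xist was picked out after its values were seen.

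The larger spread at 16 months went mostly with a trend along GC content. The ratio of the SDs between samples, 16 over 6 months, was 1.87 as deposited, 1.27 with offsets for GC content and gene length and 1.79 with counts thinned to the smallest total. Deviations along GC content and gene length therefore account for most of it and depth for little. The trend comes from replicates 1 and 2 of 16 months, which deviate along GC content in opposite directions (r = 0.588 and −0.582 across genes). The offsets remove such a trend whatever its source, so both the trend and what remains at 1.27 may be technical or biological. In simulated counts, samples tilted along a random property of the genes gave a ratio of 2.85. Offsets built from that same property brought it down to 1.08, which does not test offsets for GC content.

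The called genes were tested against 3 technical explanations. Offsets for GC content and gene length raised the number to 2428, and thinning to the smallest total left 239. A strain segment carried by the mice of one age would place called genes near each other, and 89 of the 284 called genes with coordinates lay within 1 Mb of another, where random genes of similar expression gave a median of 96 (one-sided permutation test, p = 0.777, 10000 draws). That count covers all called genes at once, so a segment or variants with few called genes could leave it unchanged and are not excluded. Of the 4 splits of the 6 samples that part every same-numbered pair, 1, the real one, called as many genes, and the other 3 called 0, with 116, 447 and 260 genes at an unadjusted P under 0.05 against 2987 in the real split. The 6 splits that part 1 pair called 0 genes too, with 155 to 2432 at an unadjusted P under 0.05. The 4 splits cannot give a share small enough to exclude chance, and differences between the ages in dissection or in an RNA pool would call genes in the same way.

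The lower level of Pvalb was not shared by other markers of PV interneurons. The 25 other markers had a median log2 fold change of 0.036 (15 higher, 10 lower; camera, unadjusted P = 0.398), which turned to −0.0058 with offsets for GC content and gene length. Syt2 had 0.0022, Kcnc1 0.05, Lhx6 0.071, Kcns3 −0.011, Cox6a2 −0.27 and Tac1 −0.23, none with an adjusted P under 0.05. Fewer PV interneurons would lower them together with Pvalb, to an extent that depends on how specific each is. Fewer neurons of all kinds would lower excitatory markers, whose median was 0.052 (unadjusted P = 0.122, camera), and GABAergic markers, whose median was 0.087. Gad1 had 0.15, Sst 0.038 and Vip −0.12. Calb2 had 0.37 and was called (adjusted P = 0.0348, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). GABAergic markers passed the threshold with camera at a correlation of 0.01 (adjusted P = 0.0228) and with fry (0.0459). Excitatory markers passed it with fry alone of these (0.0459; all with Benjamini-Hochberg adjustment). With the replicate block the medians were 0.037, 0.052 and 0.086 for PV interneuron, excitatory and GABAergic markers. GC content explains little of the Pvalb value, which was −1.16 with the offsets. As a hypothesis, a lower Pvalb level per cell, with PV interneurons still present, may contribute to the difference. Counts of cells by in situ hybridization or staining for Pvalb would register such a change as fewer cells. The paper's counts of cells with a tdTomato reporter, which persists once it is switched on, were also lower in aged mice (Figure 2C), as were its sorted tdTomato cells per hemisphere (Supplementary Figure S3a). A lower Pvalb level per cell would not give these, so they go against this hypothesis as the whole explanation.

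The Figure 1C genes Dsp, Lct, Prkcd, Shox2 and Ttr, all higher at 16 months, are markers of brain regions that adjoin the cortex. The lists without them had adjusted P of 0.0360 for dentate gyrus and 0.0160 for thalamus, and of 0.635 for choroid plexus (camera, Benjamini-Hochberg adjustment). The list for the hippocampal CA fields did not pass the threshold (median 0.11, 11 genes higher and 4 lower, adjusted P = 0.143, same test and Benjamini-Hochberg adjustment). More thalamic tissue in the 16 months samples could therefore contribute to Prkcd and Shox2, and more dentate gyrus to Dsp and Lct, while more hippocampal tissue as a whole was not shown. These genes rose more than the rest of their lists. Prkcd had 0.91 and Shox2 4.06, against a median of 0.29 and at most 0.67 for the other thalamic markers. Dsp had 1.26 and Lct 1.12, against 0.18 and at most 0.84 for the other dentate gyrus markers. Whether more tissue accounts for the full size was not tested.

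Only part of the gene list for sorted interneurons in Supplementary Table S1 was analysed, with 1999 genes lower at 18 months. As a set, these genes did not fall in whole cortex, which says nothing about lower genes outside that part. Of 1969 such genes tested, 1353 were higher and 616 lower at 16 months, with a median log2 fold change of 0.069 (adjusted P = 0.391, camera with Benjamini-Hochberg adjustment). The called ones were 54 higher and 19 lower. With the replicate block the median was 0.073 (adjusted P = 0.357, same test and Benjamini-Hochberg adjustment). As the set passed the threshold with GC and length offsets (adjusted P = 0.0175, range over the alternatives 1.93e-07 to 0.703), its direction may be opposite to that in the sorted cells. The splits of the samples were run without the offsets, where the real split had an unadjusted P of 0.196 (camera). Among the 4 comparable splits, 2, with the real one counted, gave a P as small as this, so a chance split is not excluded. The result with the offsets was not tested on other splits. The 308 genes higher at 18 months had a median of −0.0067 (adjusted P = 0.78, same test and Benjamini-Hochberg adjustment). The Supplementary Table S1 genes taken as higher come from its term sheets. They leave out higher genes that no listed term names, so the result does not cover all genes that the paper found higher.

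Dnmt1 and Gfap lie outside the rule for named genes and were chosen after their values were seen. Dnmt1 had a log2 fold change of 0.072 with a standard error of 0.056 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted P = 0.553), at mean levels of 61.4 CPM at 6 months and 64.6 CPM at 16 months. Gfap had 259 ± 5.24 CPM at 6 months and 187 ± 9.89 CPM at 16 months (SD, n = 3 each), a log2 fold change of −0.47 (adjusted P = 0.00332, same test and Benjamini-Hochberg adjustment). Gfap is an astrocyte marker, but the list of astrocyte markers did not fall, with a median of 0.12 (8 genes higher, 6 lower; adjusted P = 0.483, camera with Benjamini-Hochberg adjustment).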
